# Auxin-degron system identifies immediate mechanisms of OCT4

**DOI:** 10.1016/j.stemcr.2021.05.016

**Published:** 2021-06-17

**Authors:** Lawrence E. Bates, Mariana R.P. Alves, José C.R. Silva

**Keywords:** Oct4, mouse nPSCs, *Pou5f1*, Nanog, embryonic stem cells, auxin-inducible degron

## Abstract

The pluripotency factor OCT4 is essential for the maintenance of naive pluripotent stem cells *in vitro* and *in vivo*. However, the specific role of OCT4 in this process remains unknown. Here, we developed a rapid protein-level OCT4 depletion system that demonstrates that the immediate downstream response to loss of OCT4 is reduced expression of key pluripotency factors. Our data show a requirement for OCT4 for the efficient transcription of several key pluripotency factors and suggest that expression of trophectoderm markers is a subsequent event. In addition, we find that NANOG is able to bind to the genome in the absence of OCT4, and this binding is in fact enhanced. Globally, however, the active enhancer-associated histone mark H3K27ac is depleted. Our work establishes that, while OCT4 is required for the maintenance of the naive transcription factor network, at a normal embryonic stem cell levels it antagonizes this network through inhibition of NANOG binding.

## Highlights

• OCT4 is required for enhancer activity and transcription of key pluripotency genes
• Exit from pluripotency precedes trophectoderm gene expression on loss of OCT4
• NANOG is able to bind to the genome in the absence of OCT4
• OCT4 reduces the capacity of NANOG to bind to the genome

## Introduction

Naive pluripotent stem cells (nPSCs) are the embryonic founders of the cells present in the adult animal. The transcription factor OCT4, expressed from the gene *Pou5f1*, is necessary for the maintenance of naive pluripotency *in vivo* and *in vitro*. In both cases, loss of OCT4 ultimately leads to the exit from naive pluripotency and cells taking on characteristics of the trophoblast lineage, including expression of the marker genes *Cdx2*, *Pl-1*, and *Eomes* and adoption of trophectoderm-like morphology (Nichols et al., 1998; Niwa et al., 2000).

Despite this, it is not understood why OCT4 is essential to the naive state; OCT4 is a highly promiscuous transcription factor, binding to thousands of sites in the genome (King and Klose, 2017; Simandi et al., 2016), and many of its target genes are known not to be essential for the maintenance of nPSCs (Hall et al., 2009; Matoba et al., 2006; Zwaka, 2012). At the same time, no target has been identified that can rescue OCT4-loss-driven differentiation through either overexpression or knockout (Hall et al., 2009; Matoba et al., 2006). It therefore seems likely that differentiation upon loss of OCT4 is the result of misregulation of a number of genes rather than of any single critical target.

Studying the effects of loss of OCT4 is further complicated by the fact that OCT4 appears to function in a level-dependent manner (Niwa et al., 2000). Mouse nPSCs engineered to express reduced levels of OCT4 are recalcitrant to differentiation and in some cases can be maintained under minimal culture conditions (Karwacki-Neisius et al., 2013; Radzisheuskaya et al., 2013), including basal serum-free media devoid of otherwise essential growth factors and inhibitors of differentiation pathways. Expression of pluripotency-associated genes may be enhanced in this state, and responses to signaling cues may be altered. In particular, it appears that transcript and protein levels of the core pluripotency factor Nanog are negatively correlated with OCT4 expression (Karwacki-Neisius et al., 2013).

NANOG is a homeodomain transcription factor that co-binds with OCT4 at many enhancers to promote expression of other pluripotency genes (Chen et al., 2008; Loh et al., 2006). While NANOG is not absolutely required for maintenance of the naive identity (Chambers et al., 2007), loss of NANOG results in widespread differentiation and reduced self-renewal capacity (Chambers et al., 2007; Ivanova et al., 2006; Mitsui et al., 2003). Interestingly, binding of NANOG to the genome appears to be enhanced in self-renewing nPSCs expressing low levels of OCT4, in line with the increased overall level of NANOG protein (Karwacki-Neisius et al., 2013; Radzisheuskaya et al., 2013), while during differentiation induced by loss of OCT4, NANOG binding is reduced (King and Klose, 2017). However, the immediate effect of the total loss of OCT4 protein on NANOG binding to the genome remains unknown.

Conventional methods for depleting OCT4, such as genetic ablation via Lox-Cre systems or transcriptional repression using Tet-OFF-regulated transgenes, rely on natural degradation to remove Oct4 mRNA and protein. A result of this is that OCT4 persists for a long time. Consequently, responses to depletion of OCT4 are typically examined on the order of hours to days following manipulation (Hall et al., 2009; Niwa et al., 2000), making it impossible to discern whether results are related to OCT4 or simply to cells undergoing differentiation. Further complicating such analysis, microarray data have revealed changes in the expression of thousands of genes at early time points after OCT4 suppression, even as the majority of OCT4 protein remains (Hall et al., 2009). This means that such variation may represent a response to a change in OCT4 expression to lower than wild-type levels, previously described to enhance self-renewal capacity in nPSCs (Karwacki-Neisius et al., 2013; Radzisheuskaya et al., 2013). Thus, the nature of the essential role of OCT4 for the self-renewal of nPSCs remains elusive.

To overcome these confounding factors, we generated an OCT4 fusion protein to a full-length auxin-inducible degron (AID). This allows us to induce rapid protein-level depletion of OCT4, making it possible for the first time to study the immediate molecular responses to loss of OCT4. These revealed an unprecedented impact on the transcriptional activity of pluripotency-associated transcription factor genes and addressed a long-standing question regarding the requirement of OCT4 for the binding of a key pluripotency factor, NANOG, to regulatory sequences.

## Results

### Auxin-degron-tagged OCT4 sustains nPSC self-renewal and permits rapid loss of OCT4

OCT4 protein has a relatively long half-life; unlike the pluripotency factor NANOG with a reported half-life of around 3 h, the half-life of OCT4 protein is typically found to be >6 h to as much as 24 h (Abranches et al., 2013; Muñoz Descalzo et al., 2013). In addition, the endogenous *Oct4* mRNA also appears to be unusually stable in mouse embryonic stem cells (ESCs) (Abranches et al., 2013). Indeed, we found that conventional tamoxifen-induced CreER-driven genetic ablation of *Pou5f1* resulted in a gradual reduction, and required over a day to fully deplete Oct4 RNA and protein (Figures 1A and 1B). Four days after induction, cells showed distinct morphological changes, resembling trophoblasts and more differentiated trophectodermal cells (Figure S1A). This shows that genetic and transcriptional methods of silencing Oct4 take a long time to fully deplete OCT4 protein, and cells are likely to experience a protracted period of low OCT4 content. Given the transcriptional and phenotypic effects previously observed in cells stably expressing low levels of OCT4 (Karwacki-Neisius et al., 2013; Radzisheuskaya et al., 2013), this is likely to have confounding effects on studies of immediate responses to complete removal of OCT4. We therefore decided to utilize a full-length AID tag (Baker et al., 2016; Nishimura et al., 2009) to achieve rapid, inducible protein-level degradation of OCT4 on addition of the small molecule indole-3-acetic acid (IAA).

**Figure 1:**
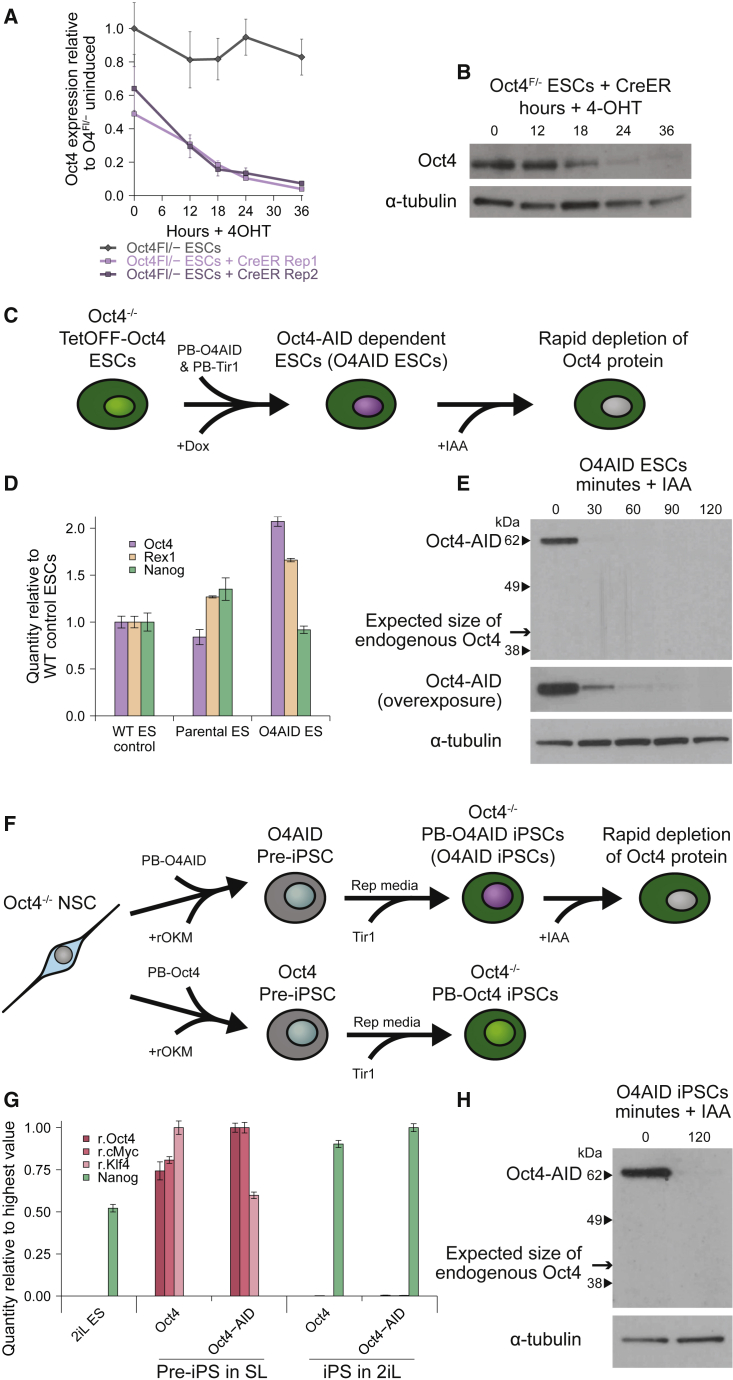
Auxin-degron-tagged OCT4 sustains nPSC self-renewal and permits rapid loss of OCT4 (A and B) The kinetics of OCT4 depletion in conventional Oct4^Fl/−^ ESCs were examined. (A) *Oct4* expression level (qRT-PCR) following addition of 4-OHT and medium change to SL. (B) OCT4 protein level (western blot) following addition of 4-OHT and medium change to SL. α-TUBULIN shown as a loading control. (C) Schematic showing the generation and use of O4AID ESCs. (D) Expression profiling (qRT-PCR) of pluripotency markers. (E) Oct4-AID fusion and wild-type OCT4 protein level (western blot) following addition of IAA. α-Tubulin was used as a loading control. (F) Schematic showing the generation and use of O4AID iPSCs. rOKM, retroviral Oct4, Klf4, and cMyc. (G) Expression profiling (qRT-PCR) of retroviruses and pluripotency factor *Nanog* in partially and fully reprogrammed cells. NSC, neural stem cell; r.Oct4, retroviral Oct4; r.cMyc, retroviral cMyc; r.Klf4, retroviral Klf4. (H) Oct4-AID fusion and wild-type protein level (western blot) following addition of IAA. qRT-PCR data represent the mean ± SD of three technical replicates. Dox, doxycycline; WT, wild type. See also Figure S1.

Since OCT4 is essential for the maintenance of pluripotency, we sought to confirm that AID-tagged OCT4 retained its biological function by testing its capacity to support ESCs lacking wild-type OCT4. We utilized an existing Tet-OFF-Oct4 cell line; non-functional transgenes cannot rescue self-renewal from doxycycline-induced inhibition of wild-type OCT4 in these cells (Niwa et al., 2002), allowing them to be used in a complementation assay. We generated Oct4^−/−^ Tet-OFF-Oct4 Oct4-AID ESCs (O4AID ESCs hereafter) by transfecting these cells with constitutively expressed Piggybac Oct4-AID and NLS-Tir1 constructs and maintained the cells in the presence of doxycycline to inhibit expression of wild-type OCT4 (Figure 1C). Cells continued to proliferate and showed normal morphology (Figure S1B). Cells expressed the fusion protein with no detectable wild-type OCT4 present and did not show substantially altered expression of key pluripotency genes (Figures 1D and 1E). This demonstrates that the OCT4 fusion protein retains its original capacity to maintain naive pluripotency and is not substantially altered in its function by the addition of the AID domain.

To further validate the function of OCT4 within the fusion protein and to establish a second independent cell system, we generated induced PSCs (iPSCs) null for endogenous OCT4 and therefore wholly reliant on either transgenic wild-type OCT4 or OCT4-AID for their maintenance (Figure 1F). After a period of outgrowth, the cells initiated reprogramming and generated intermediate pre-iPSCs (Silva et al., 2008; Theunissen et al., 2011) with high expression of retroviral reprogramming factors but very low expression of the pluripotency factor *Nanog* (Figure 1G). Under naive-specific conditions, colonies with a domed, iPSC-like morphology were readily obtained using either wild-type or Oct4-AID constructs (Figure S1C). *Nanog* was robustly expressed, while retroviral transgenes were efficiently silenced in the fully reprogrammed iPSCs (Figure 1G). Again, as expected, wild-type OCT4 was not detectable, while the OCT4-AID fusion protein was robustly expressed (Figure 1H). Furthermore, under differentiation conditions, the cells showed loss of pluripotency markers and upregulation of markers of all three germ layers, indicating competency to initiate normal differentiation (Figure S1D). The ability of the Oct4-AID transgene to maintain pluripotency in this OCT4 knockout background further demonstrates that the essential function of OCT4 is maintained.

Utilizing the new protein degradation system, tagged OCT4 protein levels could be greatly reduced within half an hour and undetectable within 2 h of addition of IAA (Figures 1E and 1H). This quick turnover means that there is no appreciable OCT4-low state, and we therefore sought to use this system to study immediate responses of cells to total loss of OCT4.

### OCT4 is required for the expression of key pluripotency factors

We analyzed gene expression changes following conventional tamoxifen-induced CreER-driven genetic ablation of *Pou5f1* (Figures 2A and S2A). The results indicate that, while specific pluripotency-associated genes such as *Nr0b1* are downregulated within 24 h of induction of OCT4 depletion, upregulation of trophoblast-associated genes occurs concurrent with expression of most naive pluripotency factors; overall, the pluripotency network remains expressed for 24 h. In keeping with previous observations, however, many of these gene expression changes are detected while significant amounts of OCT4 protein are still present (Figure 1B). This is consistent with reports that expression of pluripotency genes may be enhanced in cells with reduced levels of OCT4 (Karwacki-Neisius et al., 2013; Radzisheuskaya et al., 2013), supporting the notion that conventional methods of OCT4 depletion pass through a protracted OCT4-low state, complicating interpretation of the effects of removal of OCT4.

**Figure 2:**
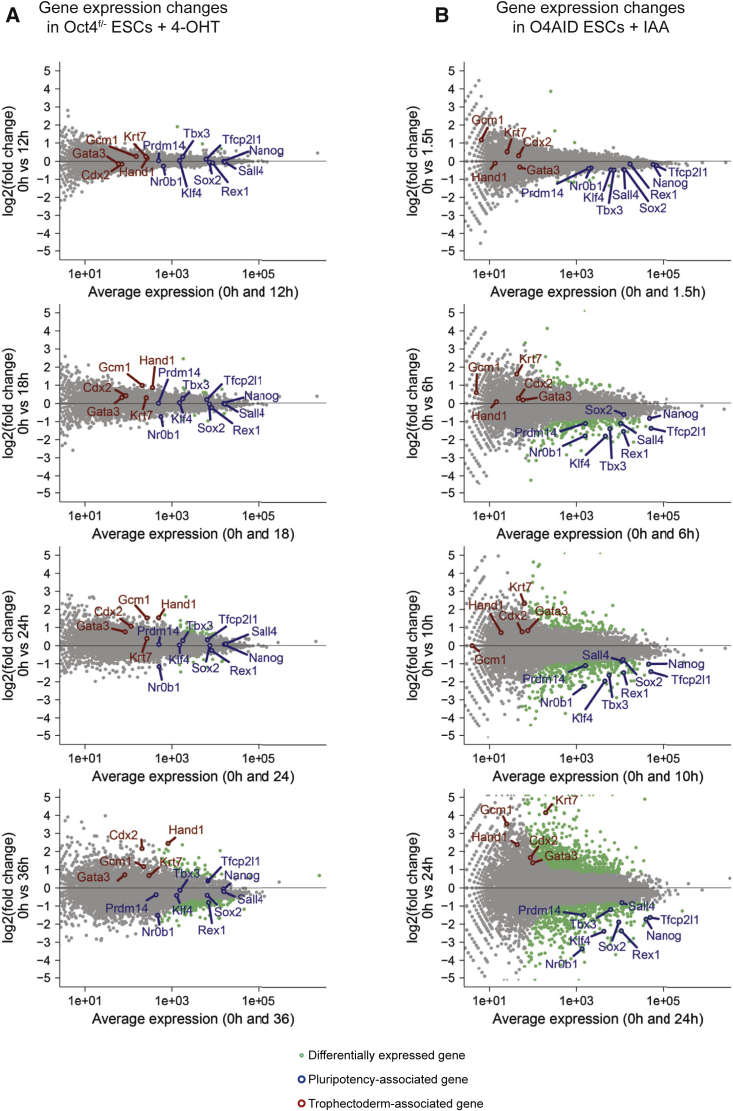
OCT4 is required for the expression of key pluripotency factors (A and B) MA plots showing gene expression (RNA-sequencing) changes following (A) deletion of *Pou5f1* in conventional Oct4^F/−^ CreER ESCs by addition of 4-OHT or (B) degradation of OCT4 protein in O4AID ESCs by addition of IAA. Differentially expressed genes are highlighted in green (q > 0.9, NOISeq-sim). Selected pluripotency- (blue) and differentiation- (red) associated genes are indicated. (A) Top to bottom: 0 versus 12, 0 versus 18, 0 versus 24, and 0 versus 36 h. (B) Top to bottom: 0 versus 1.5, 0 versus 6, 0 versus 10, and 0 versus 24 h. Note that for Oct4^F/−^ CreER ESCs two replicate datasets were merged, and for O4AID ESCs a single replicate was used. A non-parametric algorithm designed for use on data lacking replicates was used for the analysis (see experimental procedures for more details). Key findings were corroborated by qRT-PCR analysis in two independent cell lines; see Figure S2.

In contrast to the above, analysis of O4AID cells indicated that expression of naive-associated factors is quickly extinguished on loss of OCT4 (Figures 2B, S2C, and S2D). Factors such as *Tfcp2l1*, *Klf4*, and *Tbx3* are rapidly downregulated following targeted OCT4 protein depletion, whereas they were actively maintained in the slower conventional system.

Examining several trophoblast-associated genes confirmed that these cells exit pluripotency following loss of OCT4 and differentiate toward trophectodermal lineages (Figures 2B, S2C, and S2D), in keeping with conventional OCT4-depletion systems. However, strong upregulation of trophectoderm-associated genes is seen only after a decrease in pluripotency marker expression using this system, indicating that the decision to enter this extraembryonic identity is made only after cells have begun to exit the naive state. Analysis of eGFP-AID ESCs validated that neither loss of pluripotency gene expression nor upregulation of trophectoderm markers was caused by IAA itself, nor activation of TIR1-induced proteasomal degradation (Figure S2B).

Together these altered kinetics in transcriptional responses highlight that there are important differences between gradually reducing OCT4 protein levels and removing OCT4 protein entirely.

### Enhancers show rapid epigenetic and functional inactivation following loss of OCT4

Given the rapid downregulation of pluripotency-associated genes, we examined how enhancer elements were affected by loss of OCT4 at a number of these loci. Enhancer-associated transcription can be observed at many active enhancers (De Santa et al., 2010; Kim et al., 2010), and can play a functional role in promoting transcription of target genes (Alvarez-Dominguez et al., 2017; Shii et al., 2017). We observed loss of transcription from several pluripotency enhancer elements shortly after ablation of OCT4 (Figure 3A), implying loss of enhancer activity.

**Figure 3:**
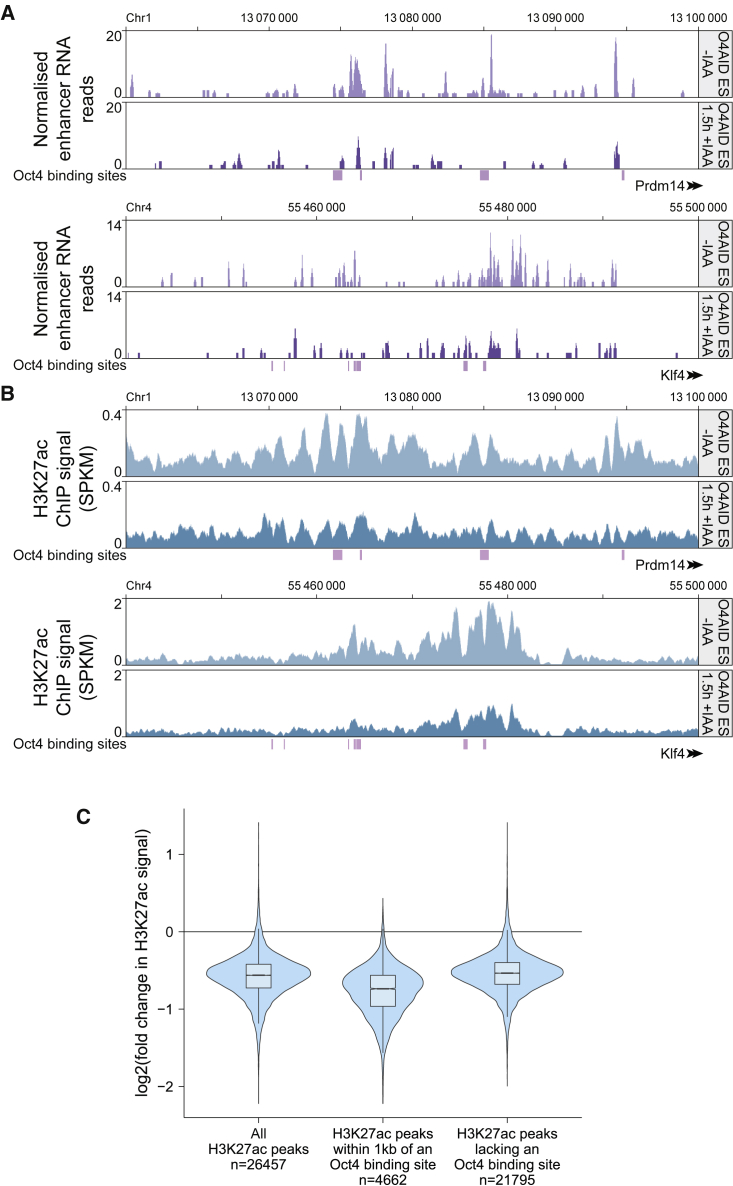
OCT4 is required for enhancer activity at key pluripotency loci and for maintaining global H3K27ac (A) Mapped RNA-sequencing reads (single replicate) of enhancer RNAs at the *Prdm14* distal enhancer (top) and the *Klf4* distal enhancer (bottom) in O4AID ESCs before and 1.5 h after addition of IAA. (B) Visualization of H3K27ac ChIP-seq signal (signal per kilobase per million mapped reads) at the *Prdm14* distal enhancer (top) and the *Klf4* distal enhancer (bottom) in O4AID ESCs before and 1.5 h after addition of IAA. Genomic coordinates refer to the GRCm38/mm10 genome assembly, and gene intron/exon annotations are taken from Ensembl. OCT4 binding sites generated from ChIP-seq data from Marson et al. (2008) are indicated in purple. (C) Violin and box plot showing log2-fold change in H3K27ac signal between uninduced and 1.5 h IAA-treated O4AID ESCs. Data were generated by merging mapped ChIP-seq reads from three independent immunoprecipitations. Note that the key findings were corroborated by ChIP-qPCR in two independent cell lines (Figure S3B). Boxes show the median value and extend to the 25th and 75th quartiles, and whiskers extend to 1.5 times the interquartile range. All H3K27ac peaks (n = 26,457) above a (background) threshold and the complementary subsets of peaks within 1 kb of an OCT4 binding site (n = 4,662) and not within 1 kb of an OCT4 binding site (n = 21,795) are plotted. For each set a paired t test of H3K27ac signal before and after treatment showed highly significant change, p < 10^−10^. See also Figure S3.

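Chromatin immunoprecipitation sequencing with an antibody against H3K27ac was carried out in O4AID ESCs, mouse ESCs whose only OCT4 protein carries an auxin-inducible degron, so that addition of the auxin indole-3-acetic acid (IAA) leads to degradation of the tagged protein. Libraries from 3 independent immunoprecipitations (IPs) of uninduced cells and 3 of cells treated with 500 μM IAA for 1.5 h were analyzed. The paper names the antibody as ab4729 and the sample labels as ab4792. The authors aligned the reads to GRCm38, called peaks on the pooled reads of the 3 uninduced IPs and gave each peak a value per library in RPKM (reads divided by peak length in kilobases and by the size of the library). The files hold 31131 peaks, and every value is a whole multiple of what 1 read is worth in its peak and library, from which the library sizes follow: 39547452, 31634480 and 38719294 reads in uninduced replicates 1, 2 and 3, and 34114493, 36082981 and 34659239 reads in IAA replicates 1, 2 and 3. No peak has a value under 1 read. Over the peaks with an RPKM of at least 0.5 in either condition, the median peak held 73, 57 and 67 reads in the uninduced libraries and 45, 44 and 36 reads in the IAA libraries, so that counting error alone is 11.7% to 16.7% of the value of such a peak. Single peaks and medians over peaks were compared on log2(RPKM + 0.1), which understates the change of low peaks, and the mean RPKM of an enhancer or gene on log2(RPKM) with nothing added. Libraries were not rescaled beyond the deposited RPKM. Because RPKM divides by all reads of a library, a change in the share of reads that fall in peaks moves all peaks together. No input or spike-in library was used here.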

To validate this, we looked at the level of acetylation of histone H3 at lysine residue 27 (H3K27ac), a mark closely associated with active enhancers. 

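H3K27ac was summarized per library as the mean RPKM of the peaks in the plotted window of each enhancer, weighted by peak length. In the window of the Klf4 distal enhancer, 7 peaks lie between 55463382 and 55486594 on chromosome 4 of GRCm38. Of these, 2 are in an intron of the annotated gene Gm12510 and 5 are intergenic. H3K27ac in this window was 5.79 ± 0.346 RPKM (SD, n = 3 IPs) in uninduced cells and 2.64 ± 0.264 RPKM (SD, n = 3) after IAA, a log2 change of -1.14. The lowest uninduced library, at 5.44 RPKM, was above the highest IAA library, at 2.84 RPKM (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In the window of the Prdm14 distal enhancer, 7 peaks lie between 13059257 and 13094533 on chromosome 1, all within 1 kb of an OCT4 binding site. Their mean was 2.11 ± 0.164 RPKM (SD, n = 3) before and 1.03 ± 0.193 RPKM (SD, n = 3) after IAA, a log2 change of -1.05 with no overlap between the libraries of the 2 conditions. Tested one by one with limma on all peaks above the threshold, 6 of the 7 Prdm14 peaks had a Benjamini-Hochberg adjusted p under 0.05, and the peak from 13085348 to 13085733 had an adjusted p of 0.0513 from limma. Of these 7 peaks, 4 are intergenic, and the others overlap the annotated genes Gm37162 and Gm29283. The alternative that moved these values most was centring each library on its median peak: relative to that peak, the log2 change was -0.55 at Klf4 and -0.46 at Prdm14, and 0 of the 7 Prdm14 peaks had an adjusted p under 0.05 from limma.

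**Figure D1:**
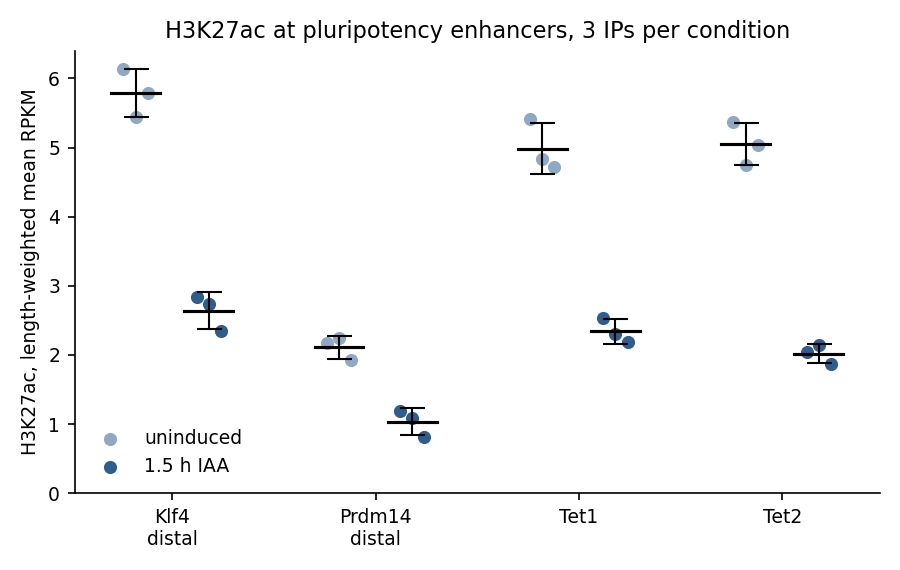
Length-weighted mean H3K27ac RPKM (vertical axis) at 4 pluripotency enhancers in O4AID ESCs. Each point is one IP, and the line and bars are the mean and SD of 3 IPs. At the Tet2 enhancer, where peaks in the Tet2 UTR are included, the uninduced IPs average 5.05 RPKM and the IAA IPs 2.02 RPKM.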

Using chromatin immunoprecipitation sequencing (ChIP-seq), we observed a dramatic decrease in H3K27ac at pluripotency-associated enhancers (Figures 3B and S3A), and we confirmed this using ChIP-qPCR in both O4AID ESC and O4AID iPSC systems (Figures S3B and S3C). Again, we examined eGFP-AID ESCs, and found no change in H3K27ac levels at pluripotency-associated enhancers following application of IAA, demonstrating that this response is specifically a response to OCT4 depletion (Figures S3B and S3C). Loss of H3K27ac was not restricted to pluripotency-associated loci, however; global analysis of all H3K27ac peaks showed a significant decrease (Figure 3C). 

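Of the 31131 peaks, 26457 passed the background threshold. The median over these peaks of log2(RPKM + 0.1) was 1.35 ± 0.0451 (SD, n = 3 IPs) in the uninduced libraries and 0.80 ± 0.169 (SD, n = 3) in the IAA libraries, a change of -0.55. All 3 IAA libraries were below all 3 uninduced libraries (exact two-sided permutation test, p = 0.1, the smallest p the design allows), and the IAA libraries were spread more widely, with medians of 0.95, 0.83 and 0.62. In the authors' pooled values the log2 ratio of IAA to uninduced had a median of -0.56, with quartiles of -0.73 and -0.42, and 25799 peaks (97.5%) were lower after IAA. Per peak, limma called 18048 peaks lower and 16 higher at a Benjamini-Hochberg adjusted p under 0.05. Peaks were called on uninduced reads alone, so sites that gained H3K27ac only after IAA cannot appear among the higher peaks. With one-sided p values adjusted for the higher direction alone, 0 peaks were higher, and 24 peaks had a positive change with a two-sided unadjusted p under 0.05. At 18831 peaks (71.2%) all 3 IAA values lay below all 3 uninduced values, and at 38 peaks (0.144%) all 3 lay above, where chance gives 10% for both directions together. The share of all reads that fell in peaks was 7.12%, 6.91% and 6.63% in the uninduced libraries and 5.15%, 4.68% and 4.05% in the IAA libraries, a fall in the mean from 6.89% to 4.63%. The count of lower peaks depends on the scaling: with each library centred on its median peak above the threshold, 520 peaks were lower and 144 were higher. Centred on the median peak below the threshold, 17038 were lower and 19 higher, though many peaks below the threshold were held at 1 read. Without uninduced replicate 1, the count of changed peaks was 10388 in place of 18064. Without IAA replicate 3, the median change was -0.46. From a paired comparison of the signal before and after treatment across all peaks, the paper concludes that the loss extends past pluripotency-associated loci.

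**Figure D2:**
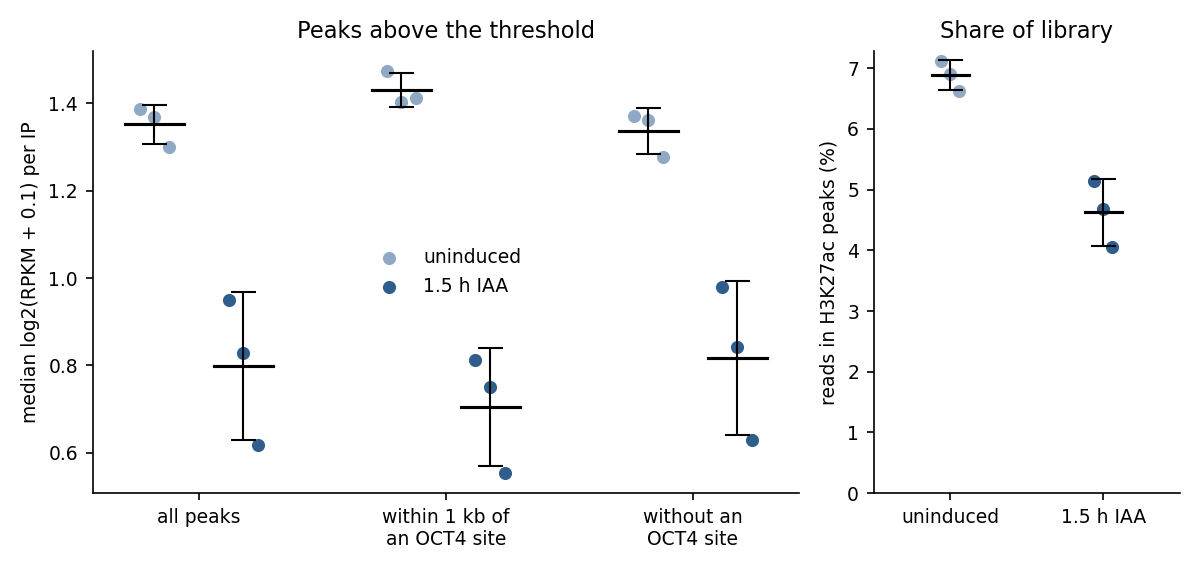
Left, median log2(RPKM + 0.1) of each IP over peaks above the threshold, for all peaks and for peaks with and without an OCT4 site. Right, share of each library's reads in H3K27ac peaks, in percent. Points are IPs, and lines and bars are the mean and SD of 3 IPs. The IAA IPs lie below the uninduced IPs in each set, with shares of 4.05% to 5.15% against 6.63% to 7.12%.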

Using peaks called from OCT4 ChIP-seq data generated by Marson et al. (2008), we examined if this was the result of decommissioning of OCT4-co-bound enhancers; while the reduction in H3K27ac signal was stronger at sites close to OCT4 binding sites, H3K27ac peaks that were not directly bound by OCT4 still showed a marked reduction, indicating a remarkable shift in the global chromatin landscape in the absence of OCT4.

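Within 1 kb of an OCT4 binding site lay 4662 of the peaks above the threshold, and 21795 had no such site. Near OCT4 sites the library median of log2(RPKM + 0.1) went from 1.43 ± 0.0391 (SD, n = 3 IPs) to 0.71 ± 0.135 (SD, n = 3), a change of -0.72. For peaks without an OCT4 site it went from 1.34 ± 0.0524 (SD, n = 3) to 0.82 ± 0.176 (SD, n = 3), a change of -0.52. In the authors' pooled values the median log2 ratio was -0.74 (quartiles -0.96 and -0.56) near OCT4 sites and -0.54 (quartiles -0.68 and -0.40) elsewhere. The difference between the 2 peak sets within each library, which cancels any factor common to that library, was 0.09 ± 0.0488 (SD, n = 3) in uninduced cells and -0.11 ± 0.0472 (SD, n = 3) after IAA. Its change of -0.21 was larger than the spread between IPs, and the libraries of the conditions did not overlap (exact two-sided permutation test, p = 0.1, the smallest possible). With the sets matched within 10 equal groups of peaks by uninduced RPKM, the change of this difference was -0.21 as well. Within 10 equal groups by GC content, the median pooled log2 ratio near OCT4 sites minus that elsewhere ran from -0.24 in the group with the lowest GC content to -0.05 in the group with the highest, a split examined after seeing the data. By limma at a Benjamini-Hochberg adjusted p under 0.05, 3972 peaks near OCT4 sites (85.2%) and 14076 peaks without one (64.6%) were lower. With libraries centred on the median peak, 352 and 168 were.

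**Figure D3:**
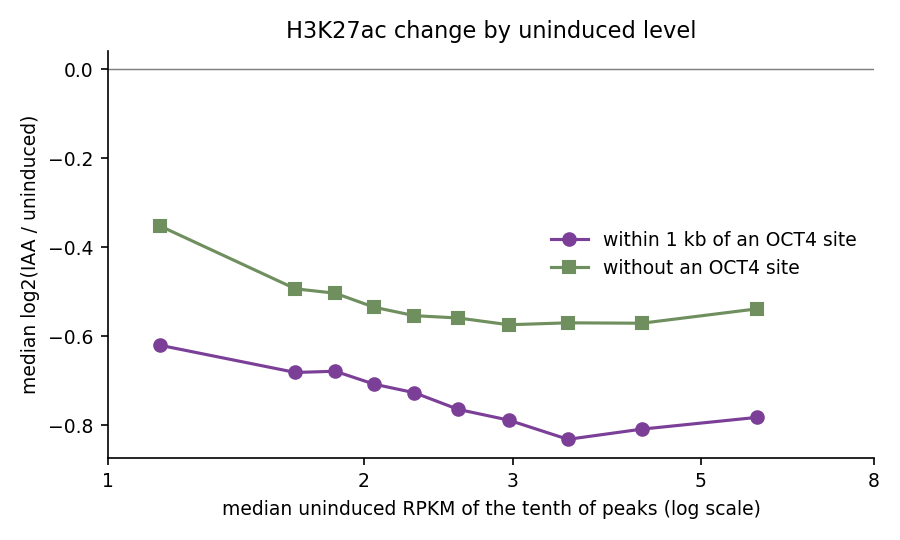
Median log2 ratio of the authors' pooled IAA to uninduced RPKM (vertical axis) against median uninduced RPKM (horizontal axis, log scale) in 10 equal groups of peaks by uninduced RPKM. Circles are peaks within 1 kb of an OCT4 site and squares peaks without one. In the lowest group the medians are -0.62 and -0.35, and in the highest group -0.78 and -0.54.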

### OCT4 is dispensable for NANOG binding to pluripotent regulatory sequences

Depletion of OCT4 was so rapid that protein levels of other pluripotency factors were not strongly affected by the time the OCT4 protein was fully removed; NANOG protein levels were only slightly reduced (Figures 4A and S4C). As a result, we decided to use this opportunity to examine changes in the chromatin binding profile of NANOG, a transcription factor that binds to many of the same enhancer elements as OCT4.

**Figure 4:**
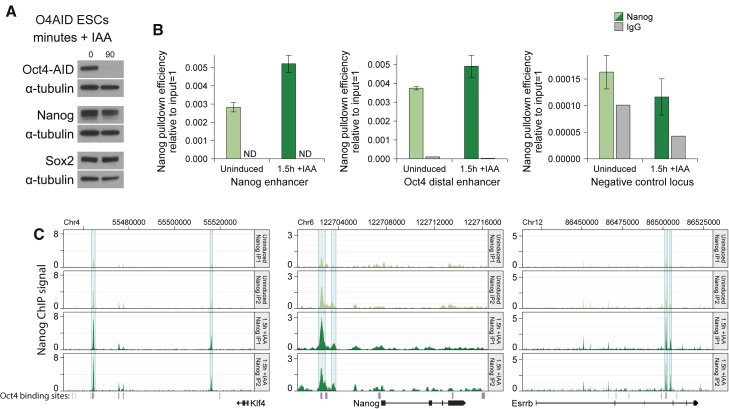
OCT4 is dispensable for NANOG binding to pluripotent regulatory sequences (A) Protein level of OCT4 and NANOG (western blot) in O4AID ESCs before and 1.5 h after addition of IAA, with α-tubulin as a loading control. (B) ChIP qPCR following pull-down of NANOG or using normal immunoglobulin G (IgG) negative control at NANOG binding sites or a negative control locus in O4AID ESCs. ChIP qPCR data for NANOG pull-down represent the mean ± SD of three IPs; IgG pull-down represents the mean of three technical replicates of a single IP. ND, not detected. Note that this is corroborated by ChIP qPCR in an independent cell line (Figure S4). (C) Visualization of NANOG ChIP-seq signal (signal per kilobase per million mapped reads) across indicated loci before and 1.5 h after addition of IAA, shown for two IPs. Genomic coordinates refer to the GRCm38/mm10 genome assembly, and gene intron/exon annotations are taken from Ensembl. OCT4 binding sites generated from ChIP-seq data from Marson et al. (2008) are indicated in purple. See also Figure S4.

NANOG binding efficiency at the enhancer of the *Nanog* and *Pou5f1* genes was analyzed by ChIP-qPCR. Surprisingly, in both O4AID ESC and iPSC systems, NANOG not only remained bound, but there was greater NANOG signal following depletion of OCT4 (Figures 4B and S4D). Interestingly, other work has suggested that in the OCT4-low state NANOG has increased genomic occupancy, although OCT4 was still present (Karwacki-Neisius et al., 2013; Radzisheuskaya et al., 2013). We validated that Oct4AID was effectively depleted by immunoprecipitating OCT4 from sheared chromatin, followed by western blotting. While we could readily pull down Oct4AID from uninduced samples, it was almost undetectable, even in the chromatin-enriched eluate in IAA-treated samples (Figure S4A). In the data presented here, we actively avoid the presence of OCT4, suggesting that, either directly or indirectly, OCT4 actively reduces the ability of NANOG to bind to enhancer elements.

We therefore examined the NANOG binding profile at the regulatory regions of several key pluripotency genes using ChIP-seq. There was a clear increase in NANOG binding at several loci following depletion of OCT4 (Figure 4C). Interestingly, expression of these genes was decreased following induced OCT4 degradation despite the increased NANOG binding (Figures 2B, S2C, and S2D). Of particular note, the *Klf4* distal enhancer element showed greater NANOG signal following loss of OCT4, yet reduced mRNA and enhancer RNA (eRNA) expression, and H3K27 acetylation (Figures 2B, S2C, S2D, 3A, 3B, S3B, and S3C). This further highlights that the presence of OCT4 appears to be absolutely required for the expression of certain pluripotency-associated genes.

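All 7 H3K27ac peaks in the Klf4 window were lower after IAA, with log2 changes from -1.33 to -0.97 and a largest adjusted p of 0.00230 (limma with Benjamini-Hochberg adjustment). Of these peaks, 5 are within 1 kb of an OCT4 binding site. The longest, from 55477790 to 55479438 on chromosome 4, lies 47705 bp from the Klf4 gene and had a log2 change of -1.14 (standard error 0.148, limma adjusted p = 3.86e-05). The smallest fall was at the peak from 55480174 to 55481332, which has no OCT4 site within 1 kb (log2 change -0.97, standard error 0.153, limma adjusted p = 0.000164). With libraries centred on the median peak, 3 of the 7 peaks had an adjusted p under 0.05 from limma. The 1 peak within 10 kb of the Klf4 gene itself went from 6.08 ± 0.245 RPKM (SD, n = 3 IPs) to 2.59 ± 0.396 RPKM (SD, n = 3).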

### NANOG binding is increased globally, independent of OCT4 co-binding

We further analyzed our NANOG ChIP-seq data to examine global changes in NANOG binding immediately following OCT4 ablation. Looking at all NANOG binding sites revealed a global shift toward greater levels of NANOG enrichment (Figures 5A and 5B). Examining the change in NANOG signal over all peaks, there is a significant overall increase following loss of Oct4 (16,608 NANOG peaks; paired t test of NANOG signal before and after treatment, p < 10^−10^; t test of log fold change of thresholded peaks versus 4,458 sub-threshold [background] peaks, p < 10^−10^). To investigate whether the effect on NANOG binding was specific to sites where OCT4 co-binds, we looked at the complementary subsets of NANOG peaks less than 1 kb from an OCT4 peak (3,930 sites) and those that do not co-bind with OCT4 (12,678 sites), again using peaks called from OCT4 ChIP-seq data from Marson et al. (2008) (Figure 5B). At OCT4-NANOG co-binding sites there was a detectable increase in NANOG signal; globally this was statistically significant (paired t test of NANOG signal before and after treatment, p < 10^−10^; t test of log fold change of thresholded peaks versus 382 sub-threshold [background] peaks, p < 10^−10^), although surprisingly, the magnitude of the increase was reduced compared with all NANOG peaks. NANOG peaks that do not overlap with OCT4 displayed a more dramatic increase in NANOG binding (12,678 peaks; paired t test of NANOG signal before and after treatment, p < 10^−10^; t test of log fold change of thresholded peaks versus 4,076 sub-threshold [background] peaks, p < 10^−10^), suggesting that the reduced NANOG binding in the presence of OCT4 is not directly due to physical occlusion of NANOG binding sites by OCT4 or due to changes in local chromatin structure in the presence or absence of OCT4. One possible explanation for this global effect is an increase in the stability of NANOG protein following loss of OCT4; however, it has previously been shown that NANOG displays increased stability in the presence of OCT4 (Muñoz Descalzo et al., 2013). In keeping with this, we determined the half-life of NANOG with or without addition of IAA, which revealed a decrease from ∼2.3 h in the presence of OCT4 to ∼1.4 h in the absence of OCT4 (Figure S5A). This suggests that stability is not the cause of the increased genomic occupancy of NANOG that we observed.

**Figure 5:**
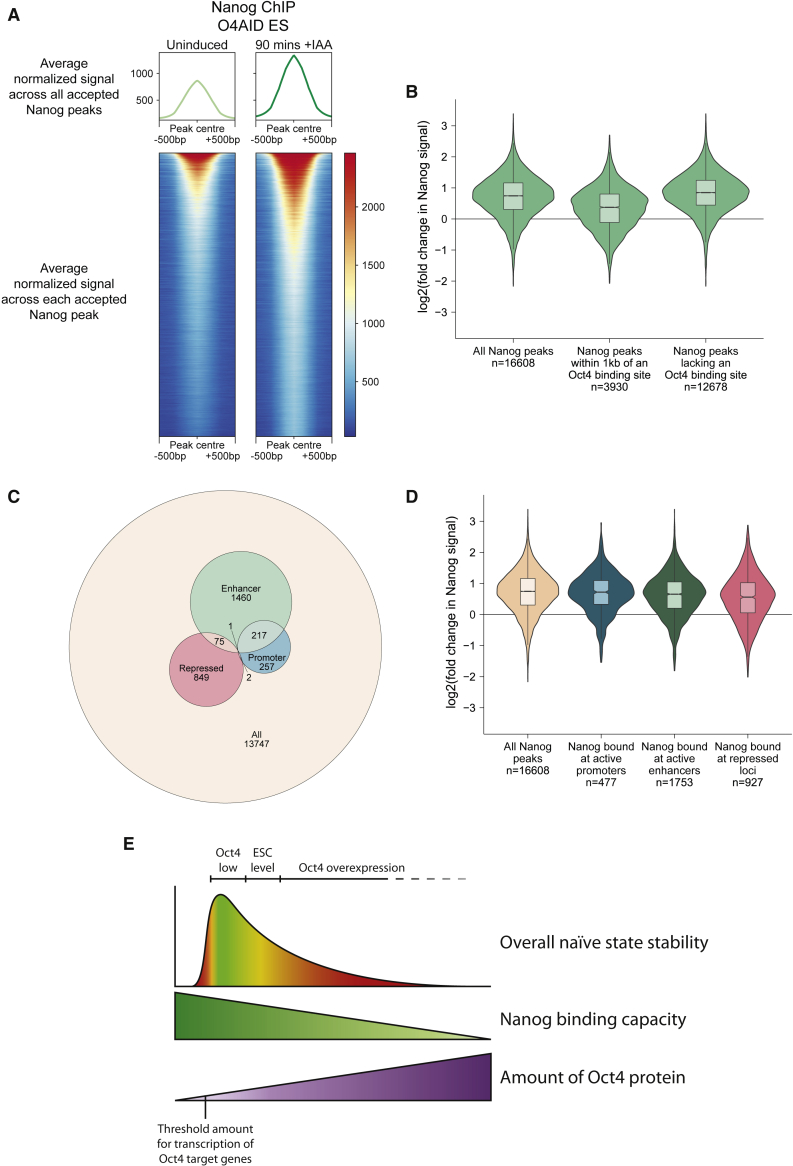
NANOG binding is increased globally, independent of OCT4 co-binding (A) Summary distribution (top) and heatmap (bottom) of NANOG signal (sum of mapped reads from two independent IPs, normalized to library size) centered at the summit of all NANOG binding sites across the genome, before and 1.5 h after addition of IAA. (B) Violin and box plot of log2 of the fold change in the average normalized NANOG signal at each NANOG peak in the genome (n = 16,608) before and after addition of IAA, further broken down into loci within 1 kb of (n = 3,930) or farther away than 1 kb from (n = 12,678) the OCT4 binding sites generated from ChIP-seq data from Marson et al. (2008). Mapped reads from two independent IPs each, before and after treatment, were merged to generate NANOG ChIP-seq data. Boxes show the median value and extend to the 25th and 75th quartiles, and whiskers extend to 1.5 times the interquartile range. (C) Euler plot showing the number of NANOG peaks assigned to various chromatin environments and the overlap between assignations. Numbers indicate the number of peaks uniquely in that section of the diagram. (D) Violin and box plot of log2 of the fold change in the average normalized NANOG signal (data as in [B]) at each NANOG peak in the genome before and 1.5 h after addition of IAA, further broken down into non-exclusive chromatin environments, as indicated in (C). Boxes show the median value and extend to the 25th and 75th quartiles, and whiskers extend to 1.5 times the interquartile range. (E) Model indicating the proposed relationship between the quantity of OCT4 protein and the capacity for NANOG to bind to the genome and consequently the ability of cells to maintain a naive identity. See also Figure S5.

We additionally examined the effect of chromatin context on the change in NANOG binding following loss of OCT4. We used publicly available ChIP-seq data to classify 2,861 NANOG peaks as enhancer, promoter, and/or repressive mark associated. As expected, the majority of these NANOG peaks were associated with enhancers (Figure 5C). In all cases, there was a significant increase in NANOG signal (Figure 5D; paired t test, p < 10^−10^) and the mean increase in signal was comparable, suggesting that the chromatin context has little impact on the ability of OCT4 to restrict NANOG binding under normal conditions.

## Discussion

It has been shown that OCT4 is dispensable for the initial generation of the blastocyst structure, but required for segregation of the inner cell mass into naive epiblast and primitive endoderm (Le Bin et al., 2014). OCT4 is also essential for maintaining naive pluripotency *in vitro* (Niwa et al., 2000). Despite this, the manner in which OCT4 is required for these processes is unclear; no overexpression or knockout mutants that rescue the OCT4 knockout phenotype have been identified (Hall et al., 2009; Matoba et al., 2006; Niwa et al., 2000). To infer how OCT4 mediates self-renewal, we wanted to examine initial transcriptional changes in response to OCT4 depletion. It is notable that similar experiments have been performed before (Hall et al., 2009; Matoba et al., 2006) and have failed to yield an essential role for OCT4. However, it is known that cells exhibiting a low level of OCT4 can sustain expression of pluripotency markers under mild differentiation conditions (Karwacki-Neisius et al., 2013; Radzisheuskaya et al., 2013), and we wondered if transcription of such factors was being artificially maintained by the gradually reducing level of OCT4 protein in conventional depletion systems. The half-life of OCT4 is sometimes reported to be very long (Lin et al., 2012; Wei et al., 2007); it took a full day for OCT4 to be fully removed from *Pou5f1*^F/−^ cells used in this work (Figures 1A and 1B), and published work shows more than 10 h for complete OCT4 depletion using a Tet-OFF system (Hall et al., 2009; Niwa et al., 2000). This is a significant amount of time, especially since transcriptional changes are already observed within this window. To avoid this confounding factor, we established new cell lines utilizing rapid depletion of OCT4 at the protein level (Figures 1C–1H). It has previously been reported that the AID can reduce the half-life of tagged proteins to ∼20 min in mammalian systems (Holland et al., 2012; Nishimura et al., 2009), and indeed we found that tagged OCT4 protein was greatly reduced within half an hour and fully depleted within 1.5–2 h (Figures 1E and 1H). After ensuring that both the AID domain and OCT4 were unaltered in their function in this fusion protein (Figures 1D, 1G, S1B, and S1C), we proceeded to reexamine the immediate effects of loss of OCT4. Since depletion of OCT4 was so rapid, we were able to examine the effects of loss of OCT4 prior to extensive changes in the protein level of other pluripotency transcription factors. Crucially, the high temporal resolution afforded by such a rapid depletion system reveals two phases of transcriptional change following loss of OCT4, unlike following genetic ablation (Figure 2). First, RNA levels of all pluripotency factors examined were rapidly decreased following degradation of OCT4 protein. Notably, all the factors tested display OCT4 binding at their enhancer or promoter elements in published ChIP-seq data. This suggests that the presence of OCT4 at these elements may be essential for the expression of a broad range of pluripotency-associated genes, explaining why no single factor can rescue the OCT4 knockout phenotype. Only subsequently did we observe upregulation of trophectoderm-associated markers, suggesting that this may be a secondary effect or that derepression of these loci occurs over a longer timescale. In keeping with an essential role in permitting active transcription, we found a global reduction in the level of H3K27ac, associated with active enhancers (Figures 3 and S3). The fact that this loss of active enhancer marks extends beyond pluripotency-associated loci could imply that OCT4 is critical for maintaining the uniquely permissive chromatin environment found in naive pluripotent cells, beyond simply acting to drive expression of key pluripotency factors.

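H3K27ac was also summarized over the peaks within 10 kb of 11 pluripotency genes named in the paper's text or assays. All 11 had peaks, and at all 11 every IAA library was below every uninduced library. Their log2 changes ran from -1.94 at Nr0b1 to -0.40 at Pou5f1, with a median of -0.98. At Nr0b1, whose 1 peak is low after IAA, the change was -1.76 with 0.1 added to each RPKM. Relative to the median peak of each library on log2(RPKM), which changed by -0.58, the median over the 11 genes was -0.40. The value was below 0 for 10 of them, and for Pou5f1 it was 0.18. The cells carry a mouse Oct4-AID transgene, whose reads could not be told apart from those of the Pou5f1 gene in these values. Of 11 trophoblast or differentiation genes named there, 2 had peaks within 10 kb. Peaks were called on uninduced reads, so peaks that arose after IAA would not be seen at these genes. Gata6 had a log2 change of -0.44 and Pax6 of -0.76, which relative to the median peak are 0.14 and -0.18.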

ChIP-qPCR and ChIP-seq against NANOG protein yielded an interesting and surprising result; in the absence of OCT4, greater levels of NANOG were found bound to the genome (Figures 4, 5, S4,and S5). Remarkably, this extended beyond OCT4 co-bound sites, with an increase in NANOG levels observed at many binding sites lacking OCT4 (Figure 5B). Consequently, it seems unlikely that this effect is due to OCT competing with NANOG for binding sites, in keeping with previous reports of simultaneous binding of OCT4 and NANOG to regulatory regions as detected by sequential ChIP (Medeiros et al., 2009). A previous study examining the localization of NANOG and SOX2 24 h after transcriptional depletion of OCT4 found that SOX2 and NANOG binding was reduced at many OCT4 co-bound sites following silencing of *Oct4* (King and Klose, 2017). However, this carries the caveat that such changes may be due to subsequent transcriptional and epigenetic changes downstream of the loss of OCT4 rather than direct effects. In particular, reduced NANOG signal was associated with loss of transcription and chromatin accessibility, suggesting that these enhancer elements were no longer active or accessible, perhaps due to the onset of differentiation, by the time of their analysis. In contrast, by using a targeted protein degradation system, we are able to study the immediate changes in protein localization in our system, limiting secondary effects.

Interestingly, we observed a rapid downregulation of *Klf4*, an eRNA associated with the *Klf4* super-enhancer, and loss of the active enhancer histone mark H3K27ac at this locus, despite an increase in NANOG binding in this region. It has previously been shown that expression of *Klf4* is highly dependent on the presence of NANOG, although it can be partially rescued with overexpression of ESRRB (Festuccia et al., 2012). However, only when NANOG and STAT3 are both present is there efficient transcription of both *Klf4* and the *Klf4* eRNAs; neither overexpression of NANOG in the absence of active STAT3 nor induction of JAK/STAT signaling in NANOG knockout ESCs is capable of inducing *Klf4* or *Klf4* eRNA upregulation (Stuart et al., 2014). Our findings appear to add OCT4 to this list of factors that need to be present to achieve activation of this enhancer region.

It is currently unclear how the global nuclear structure changes following acute depletion of OCT4. Previous work has suggested that OCT4 may act as a pioneer factor, opening chromatin that would otherwise be highly compacted (King and Klose, 2017; Soufi et al., 2015). As a result, removal of OCT4 might result in the eviction of other transcription factors and repression of gene expression, although the increased binding of NANOG to chromatin suggests this may not be the case (Figures 4 and 5). In addition, there could be significant changes in the chromatin architecture due to altered topological domains in the absence of OCT4. Decommissioning of super-enhancers, many of which are bound by OCT4 in ESCs (Whyte et al., 2013), could lead to a reorganization of the nuclear structure, as these elements interact with multiple promoter regions, even over large distances (Novo et al., 2018).

The ability to probe transcriptional responses immediately following total OCT4 depletion, and the capacity to examine changes in the binding of NANOG to chromatin prior to significant secondary effects, has allowed us to go some way in explaining past discrepancies in the perceived role of OCT4 in the pluripotency network. As Hall et al. note, *Nanog* has been described as an OCT4 target gene, and there is significant biochemical data validating that OCT4 binds to the *Nanog* enhancer region and is required for its expression (Kuroda et al., 2005; Rodda et al., 2005), yet gradual OCT4 depletion appeared to have a limited, even positive impact on *Nanog* mRNA (Figures 2A and S2) (Hall et al., 2009). We propose that the reason for this is that, while OCT4 may be essential for *Nanog* expression, above a minimal level OCT4 negatively regulates the binding of other transcriptional activators. Thus, as OCT4 levels drop and cells pass through an OCT4-low state, binding of OCT4 to the *Nanog* enhancer is reduced and other transcription factors can be recruited, buffering *Nanog* expression levels. Once OCT4 is entirely depleted *Nanog* expression falls, as the locus is no longer able to be transcribed.

In agreement with existing literature, it appears that the half-life of NANOG is increased in the presence of OCT4 (Figure S5A) (Muñoz Descalzo et al., 2013). As a result, increased NANOG stability is not likely to be responsible for the increased genomic occupancy we observed. However, it would be interesting to see what other properties of NANOG protein are altered in the absence of OCT4, particularly whether changes in the NANOG protein interactome or DNA binding affinity could explain the increase in chromatin binding. Differences in post-translational modifications could affect the ability of NANOG to interact with DNA and proteins in this way.

Combining the transcriptional responses to loss of OCT4 with the observed global changes in NANOG ChIP signals has led us to a unifying model for the range of phenotypes associated with different levels of OCT4 protein in ESCs (Figure 5E). In the absence of OCT4 key pluripotency factors cannot be expressed and cells cannot maintain a naive identity. With low levels of OCT4, a threshold is reached such that these factors are able to be expressed, and efficient binding by NANOG results in robust transcription of the whole naive network to such an extent that differentiation is compromised. At higher OCT4 levels, such as seen in wild-type ESCs and embryos, OCT4 globally suppresses the binding of NANOG, resulting in a weaker transcriptional network. This allows cells to undergo differentiation in response to signaling cues. On overexpression of OCT4, it is expected that the binding of NANOG to chromatin will be further reduced, destabilizing the naive network to the point that it cannot be readily maintained.

In summary, utilizing a rapid protein-level-depletion strategy, we identified the primary transcriptional response to loss of OCT4 as a decrease in the expression of pluripotency-associated genes, and upregulation of trophectoderm factors is a subsequent event. In addition, we found a global increase in the amount of NANOG associated with the genome in the absence of OCT4, suggesting a mechanism by which wild-type levels of OCT4 ensure that naive cells retain the capacity to initiate differentiation in response to appropriate signals. Together, these reveal a model that ties together the range of phenotypes associated with differing levels of OCT4, concisely explaining how different levels of this factor result in seemingly contradictory cell behaviors.

## Experimental procedures

### Cell culture

Mouse ESCs were cultured under 2iL conditions as previously described. Briefly, cells were maintained in N2B27 (1:1 DMEM/F-12 and Neurobasal, 2 mM L-glutamine, 1× penicillin-streptomycin, 0.1 mM 2-mercaptoethanol, 1% B27, 0.5% N2) supplemented with 3 μM CHIR99021, 1 μM PD0325901, and 20 ng/mL mouse leukemia inhibitory factor (mLIF). Where stated, cells were transitioned into SL conditions, consisting of GMEM without L-glutamine, 10% fetal bovine serum, 1× non-essential amino acids, 1 mM sodium pyruvate, 2 mM L-glutamine, 1× penicillin-streptomycin, 0.1 mM 2-mercaptoethanol, and 20 ng/mL mLIF. ESCs and iPSCs were maintained on gelatin-coated tissue culture plastic. Neural stem cells (NSCs) were maintained on laminin-coated tissue culture plastic in N2B27 supplemented with 10ng/ml EGF and 20ng/ml FGF2. Cells were passaged every 2–4 days using Accutase as required. Where described, the medium was supplemented with 500 nM 4-OHT, 1 μg/mL doxycycline, and/or 500 μM IAA.

### Cell lines

Oct4^F/−^ ESCs (Oct4^F/β-geo^) were previously derived from a cross between Oct4^+/β-geo^ and Oct4^F/F^ mice. O4AID ESCs were generated by transfecting ZHBTc4 ESCs (Niwa et al., 2000) with pPB-CAG-Oct4AID-PGK-Hph (mouse Oct4 tagged at the C terminus with full-length AID, separated by a short 2 amino-acid linker consisting of Proline-Glycine) and pPB-CAG-Tir1-IRES-Bsd (*Oryza sativa* Tir1, with an N-terminal SV40 nuclear localization sequence signal, codon optimized for expression in mouse), with pPBase to achieve efficient integration, and maintained in the presence of doxycycline to silence the Tet-OFF-Oct4 transgene. O4AID iPSCs were generated from Oct4^−/−^ NSCs (Radzisheuskaya et al., 2013) nucleofected with pPB-CAG-Oct4AID-PGK-Hph and pPBase to achieve efficient integration and reprogrammed; equivalent wild-type Oct4 control cells were generated by nucleofection with pPB-CAG-Oct4-PGK-Hph and pPBase. The generated O4AID iPSCs were transfected with pCAG-Tir1-IRES-Bsd, and clonal lines were assessed for functional transgene integration. eGFP-AID ESCs were generated by transfecting Oct4^F/−^ ESCs with pPB-CAG-eGFPAID-IRES-Zeo (eGFP tagged at the C terminus with full-length AID, separated by a short PG linker) and pPB-CAG-Tir1-IRES-Bsd with pPBase.

### Reprogramming

PLAT-E cells were transfected with pMXs-Oct4, pMXs-Klf4, or pMXs-cMyc using FuGENE 6 reagent to produce retroviral particles. The medium was changed the following day, and after 48 h supernatant containing retroviral particles was collected. The media were filtered and mixed together in an equal ratio, then Polybrene was added to a final concentration of 4 μg/mL. The Polybrene/virus mixture was applied to NSCs. Twenty-four hours later, NSCs were nucleofected with a 1:5 ratio of pPBase and either pPB-CAG-Oct4AID-PGK-Hph or pPB-CAG-Oct4-PGK-Hph using Amaxa Nucleofector technology and plated in NSC medium for 2 days; then they were switched to SL medium. The medium was then switched to KSR-2iL (GMEM without L-glutamine, 10% KOSR, 1% fetal bovine serum, 1× non-essential amino acids, 1 mM sodium pyruvate, 2 mM L-glutamine, 1× penicillin-streptomycin, 0.1 mM 2-mercaptoethanol, and 20 ng/mL mLIF). Selection was applied for expression from the endogenous Oct4 locus on the ninth day in KSR-2iL. Once colonies had expanded they were passaged into 2iL conditions.

### Conventional differentiation

iPSCs were induced to differentiate either in monolayer differentiation (N2B27) or in suspension (embryoid body). For monolayer differentiation, 130,000 cells were plated in a gelatin-coated well of a six-well plate in 2iL medium. The following day this medium was removed; the wells were washed with N2B27 lacking CHIR99021, PD0325901, and LIF; and the cells were cultured in N2B27 alone for the duration of the time course. For suspension differentiation, 570,000 cells were transferred to a low-attachment 6 cm dish in serum-based medium lacking LIF. Cells were allowed to aggregate and expand in suspension for the duration of the time course. The medium was changed by gently centrifuging floating aggregates and transferred back to the low-attachment dish.

### qRT-PCR and RNA sequencing

Total RNA was isolated from cultured cells using the RNeasy Mini Kit (Qiagen) according to the manufacturer's instructions, including on-column DNase I digest. For qRT-PCR, RNA was reverse transcribed using SuperScript III First-Strand Synthesis SuperMix for qRT-PCR, and reactions were performed on a StepOnePlus real-time PCR system with recommended settings using the TaqMan Fast Universal PCR Mix or Fast SYBR Green Master Mix. See the supplemental experimental procedures for primers and TaqMan probes.

For high-throughput RNA sequencing, RNA integrity was assessed on a Qubit fluorometer (Thermo Fisher Scientific) and Agilent Nano Chips Bioanalyzer (Agilent Technologies). Depletion of ribosomal RNA was performed on 2–5 μg of total RNA using the Ribo-Zero rRNA Removal Kit (Illumina), and libraries were produced from 10–100 ng of ribosomal-depleted RNA using the NextFlex Rapid Directional RNA-Seq Kit (Bio Scientific) with 12 cycles of PCR amplification. Libraries were pooled in equimolar quantities and sequenced on the HiSeq4000 platform (Illumina) at Cancer Research UK (CRUK). Library preparation was performed by the W-MRC CSCI genomics facility. Reads were aligned to mouse genome reference GRCm38/mm10 with TopHat2 (Kim et al., 2013) v.2.1.0 (https://ccb.jhu.edu/software/tophat) using default parameters for paired end reads. Gene-wise counts were generated using featureCounts (Liao et al., 2014) based on annotation from the Ensembl GRCm38.86 release. Transcript counts were TMM normalized, and differentially expressed genes were called using a non-parametric algorithm specifically intended for use with data lacking replicates, with q > 0.9 using NOISeq-sim from NOISeq (Tarazona et al., 2011, 2015) v.2.30.0. For all NOISeq analyses, the following parameters were used: pnr = 0.2, nss = 5, v = 0.02; and seed “321” was used for each analysis.

### Western blot

Cells were lysed in RIPA buffer (Sigma) containing Complete-ULTRA protease-inhibitor and PhosSTOP phosphatase-inhibitor cocktails (Roche), and sonicated with a Bioruptor 200 (Diagenode) at high frequency, alternating 30 s on/off for 3 min. SDS-PAGE was performed using Bolt 10% Bis-Tris Plus gels (Thermo Fisher) in a Novex Mini-Cell (Thermo Fisher). Protein transfer was performed using the semi-dry iBlot2 system (Thermo Fisher) and iBlot Transfer Stacks (Thermo Fisher). Detection was achieved using horseradish peroxidase-linked secondary antibodies diluted 1:10,000 against the appropriate species (GE Healthcare) and the ECL Plus Western Blotting Detection System (GE Healthcare). See the supplemental experimental procedures for primary antibodies.

### Protein half-life analysis

Cells were treated with cycloheximide with or without addition of IAA and harvested at hourly intervals. Western blot analysis of Nanog protein levels was performed, and a relative standard curve was included using a 1 in 2 dilution series with four points from the uninduced sample. Western blots were quantitated using Image Studio Lite quantification software.

### ChIP-qPCR and ChIP-seq

ChIP was performed as previously described (Radzisheuskaya et al., 2013). For detailed protocols see the supplemental experimental procedures. Chromatin was analyzed by qPCR using a StepOnePlus real-time PCR system with recommended settings and Fast SYBR Green Master Mix. In addition, next-generation sequencing libraries were prepared using the ThruPLEX DNA-Seq Kit. Libraries were pooled in equimolar quantities and sequenced on the HiSeq4000 platform (Illumina) at CRUK. Library preparation was performed by the W-MRC CSCI genomics facility. Reads were aligned to mouse genome reference GRCm38/mm10 using Bowtie 2 (Langmead and Salzberg, 2012) v.2.3.4.3 with default parameters and deduplicated using SAMtools rmdup. For details of next-generation sequencing analysis, see the supplemental experimental procedures.

### ChIP-western blot

ChIP was performed as above, except that a single 40 min elution was performed. Instead of overnight reverse-cross-linking, sample loading buffer and reducing agent were added to the eluate, and samples were boiled for 40 min to denature protein and reverse cross links. Western blot was then performed as described above.

### Data availability

The accession number for all sequencing data reported in this paper is GEO: GSE168579.

## Author contributions

L.E.B. and J.C.R.S. conceived the study. L.E.B. designed and performed experiments and bioinformatics analysis, analyzed the data, supervised the study, and wrote the manuscript. M.R.P.A. performed experiments. J.C.R.S. supervised the study and wrote and approved the manuscript.

# Supplementary material for: Auxin-degron system identifies immediate mechanisms of OCT4
**Source:** Stem Cell Reports. 2021 Jun 17;16(7):1818–31. doi: 10.1016/j.stemcr.2021.05.016
**Supplement:** Document S1. Supplemental experimental procedures and Figures S1–S5

**Stem Cell Reports, Volume 16**

## **Supplemental Information**

### **Auxin-degron system identifies immediate mechanisms of OCT4**

**Lawrence E. Bates, Mariana R.P. Alves, and José C.R. Silva**

Figure S1. Characterization of cell lines. Relating to Figure 1.

A) Cells before and after conventional tamoxifen-induced CreER driven genetic ablation of *Pou5f1*. Uninduced cells grow as compact, round, domed colonies. 4 days after application of tamoxifen, cells have attained an enlarged, flattened morphology. Scalebar – 100µm. B) Oct4<sup>-/-</sup> Tet-OFF Oct4 ESCs (left) and O4AID ESCs share similar morphology, with mostly compact, round, domed colonies. Scalebar – 50µm. C) Oct4<sup>-/-</sup> NSCs (left) were reprogrammed in the presence of either wild-type OCT4 or OCT4-AID fusion protein. In both cases, similar round, domed colonies were formed (right). Scalebar – 100µm. D) RT-qPCR analysis of pluripotency and lineage markers following monolayer differentiation (N2B27) and suspension differentiation (embryoid body) of O4AID iPS and Oct4 iPSCs. RT-qPCR data represent the mean  $\pm$  SD of three technical replicates.

**Figure S1**

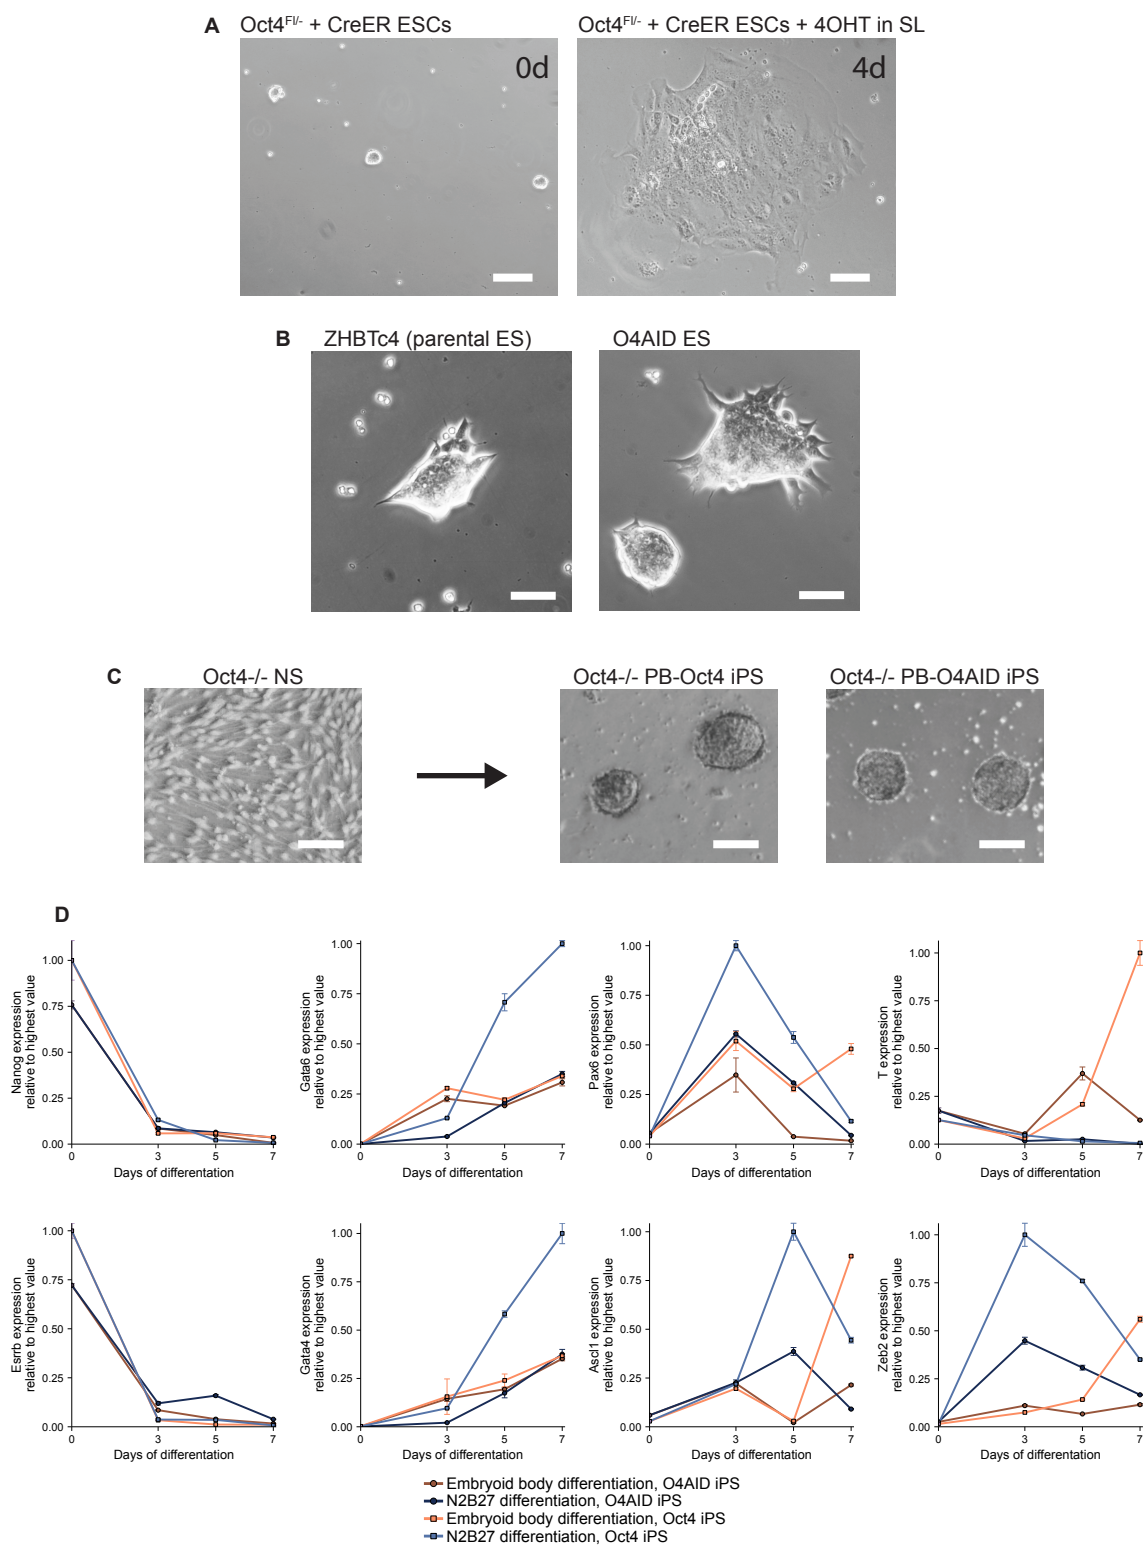

Figure S2. Expression changes following induction. Relating to Figure 2.

RT-qPCR analysis of pluripotency (top) and trophectoderm (bottom) associated genes in Oct4<sup>F/-</sup> CreER ESCs (A), eGFPAID ESCs (B), O4AID ESCs (C), and O4AID iPSCs (D), in a timecourse following induced depletion of Oct4 or eGFP with 4OHT or IAA. RT-qPCR data represent the mean  $\pm$  SD of three technical replicates.

Figure S2

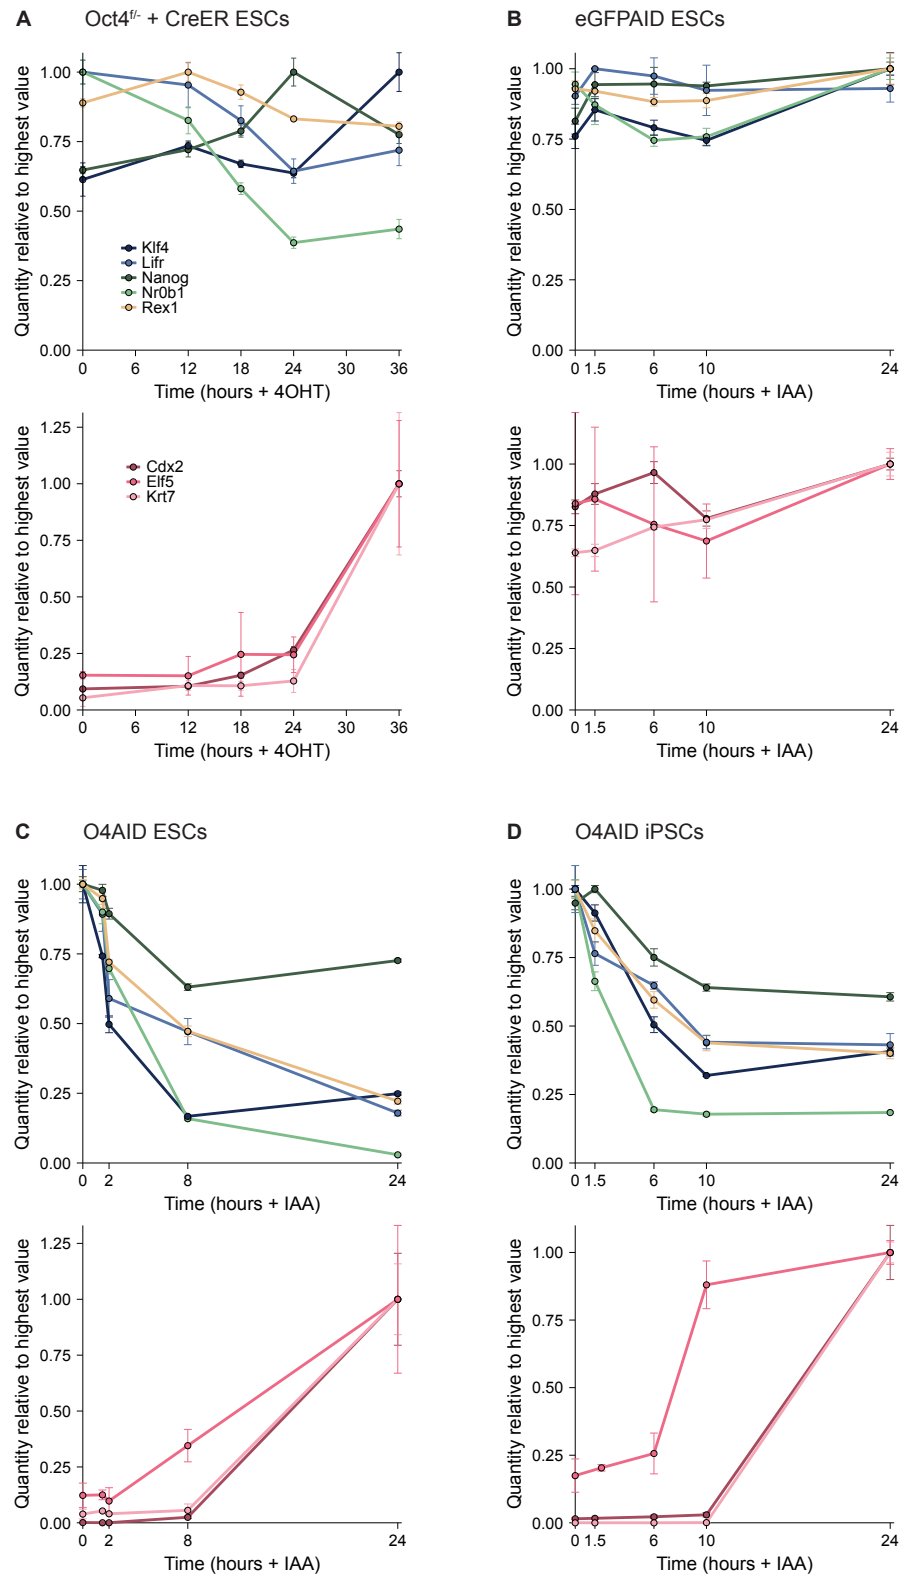

Figure S3. H3K27ac ChIP analysis following induction. Relating to Figure 3.

A) ChIP-seq analysis of H3K27ac at the *Tet1* enhancer (top) and the *Tet2* enhancer (bottom) in O4AID ESCs before and 1.5 hours after addition of IAA. 

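In the plotted Tet1 interval, 5 H3K27ac peaks lie between 62885725 and 62903308 on chromosome 10 of GRCm38, where the annotation places Tet1. The figure labels this interval with chromosome 3, on which the same coordinates hold 0 peaks. All 5 peaks are inside the Tet1 gene, 3 overlapping an annotated UTR and 2 in introns. Their length-weighted mean was 4.99 ± 0.370 RPKM (SD, n = 3 IPs) before and 2.34 ± 0.181 RPKM (SD, n = 3) after IAA, a log2 change of -1.09. At the Tet2 enhancer, 9 peaks lie between 133505647 and 133545079 on chromosome 3, of which 7 are in introns of Tet2 and 2 overlap its UTR. The 2 UTR peaks lie near the gene's annotated end at 133545139, and 1 of them had the window's highest uninduced value (6.29 RPKM). Peaks at a transcription start were not kept apart, so the mean of all 9 peaks may include promoter signal. The 9 peaks averaged 5.05 ± 0.308 RPKM (SD, n = 3) before and 2.02 ± 0.140 RPKM (SD, n = 3) after IAA, a log2 change of -1.33. At both enhancers every IAA library was below every uninduced library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). Each of the 14 peaks was lower, with a largest adjusted p of 0.00134 at Tet1 and 0.000225 at Tet2 (limma with Benjamini-Hochberg adjustment). With libraries centred on the median peak, 1 of 5 Tet1 peaks and 8 of 9 Tet2 peaks had an adjusted p under 0.05 from limma.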

Genomic coordinates refer to the GRCm38/mm10 genome assembly, and gene intron/exon annotations are taken from Ensembl. OCT4 binding sites generated from ChIP-seq data from Marson et al. 2008 indicated in purple. B&C) ChIP-qPCR analysis of H3K27ac at B) the *Klf4* distal enhancer and C) the *Prdm14* distal enhancer in O4AID ESCs (left), O4AID iPSCs (right) and eGFPAID ESCs (bottom) before and 1.5 hours after addition of IAA. 

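ChIP-qPCR gives the recovered DNA at one amplicon relative to the input chromatin, so unlike RPKM it is not divided by the reads of a library. The ChIP-qPCR samples were not analysed here. The reverse primer listed for the Klf4 enhancer, AGGAGTGACTGCGTCAAACA, matches GRCm38 exactly on chromosome 4 from 55479381 to 55479400 on the minus strand, inside the H3K27ac peak from 55477790 to 55479438, which is intergenic. In the ChIP-seq of O4AID ESCs the authors' pooled value of that peak went from 7.47 to 3.34 RPKM. The reverse primer listed for the Prdm14 enhancer, GGGTCCCCTCTCAAAACACC, matches chromosome 1 from 13085498 to 13085517 on the minus strand, inside the intergenic peak from 13085348 to 13085733. This peak went from 2.03 to 1.38 RPKM in the pooled values (limma log2 change -0.57, standard error 0.252), the smallest fall of the 7 peaks in the Prdm14 window and -0.02 relative to the median peak. The forward primers listed for these enhancers had no exact match on the chromosomes. The same held for 5 of the 10 listed ChIP-qPCR primers in all. The sequences were read from extracted text of the supplement, which may hold errors, so the listed primers are not shown to be wrong.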

ChIP-qPCR data represent the mean  $\pm$  SD of three IPs for H3K27ac, and the mean of three technical replicates of a single IP for IgG. ND = not detected. 

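Over all 31131 peaks, the median of the authors' pooled RPKM was 2.2 in uninduced cells and 1.49 after IAA. Within 1 kb of an OCT4 site lay 5059 of these peaks, and 26072 did not.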

D) Violin and box plot showing H3K27ac signal before and 1.5 hours after addition of IAA at all detected H3K27ac peaks. Peaks with signal below the indicated threshold both before and after induction were considered to be background and were excluded from further analysis. 

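Below the threshold, the pooled log2 ratio of the 4674 peaks had a median of 0.054, which was also its upper quartile. This is the ratio that library sizes alone give a peak held at 1 read in all 6 libraries, as 1837 of these peaks (39.3%) were. On log2(RPKM + 0.1), the library median over all peaks below the threshold was -2.55 ± 0.0518 (SD, n = 3 IPs) before and -2.58 ± 0.0218 (SD, n = 3) after IAA, a change of -0.03 (exact two-sided permutation test, p = 0.5), with a sign that reversed without uninduced replicate 2 (6.41e-05). The 788 of these peaks with a mean of over 5 reads per library, a set chosen after seeing the data, went from -1.32 ± 0.0185 (SD, n = 3) to -1.52 ± 0.105 (SD, n = 3), a change of -0.20. On average 93.9% of the 32-base words of the peaks below the threshold occur more than once on the chromosomes of GRCm38, against 7.54% above it.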

E) Violin plot showing log<sub>2</sub>-fold change in H3K27ac signal between uninduced and 1.5 hour IAA treated O4AID ESCs at the peaks below the threshold indicated in D).

Figure S3

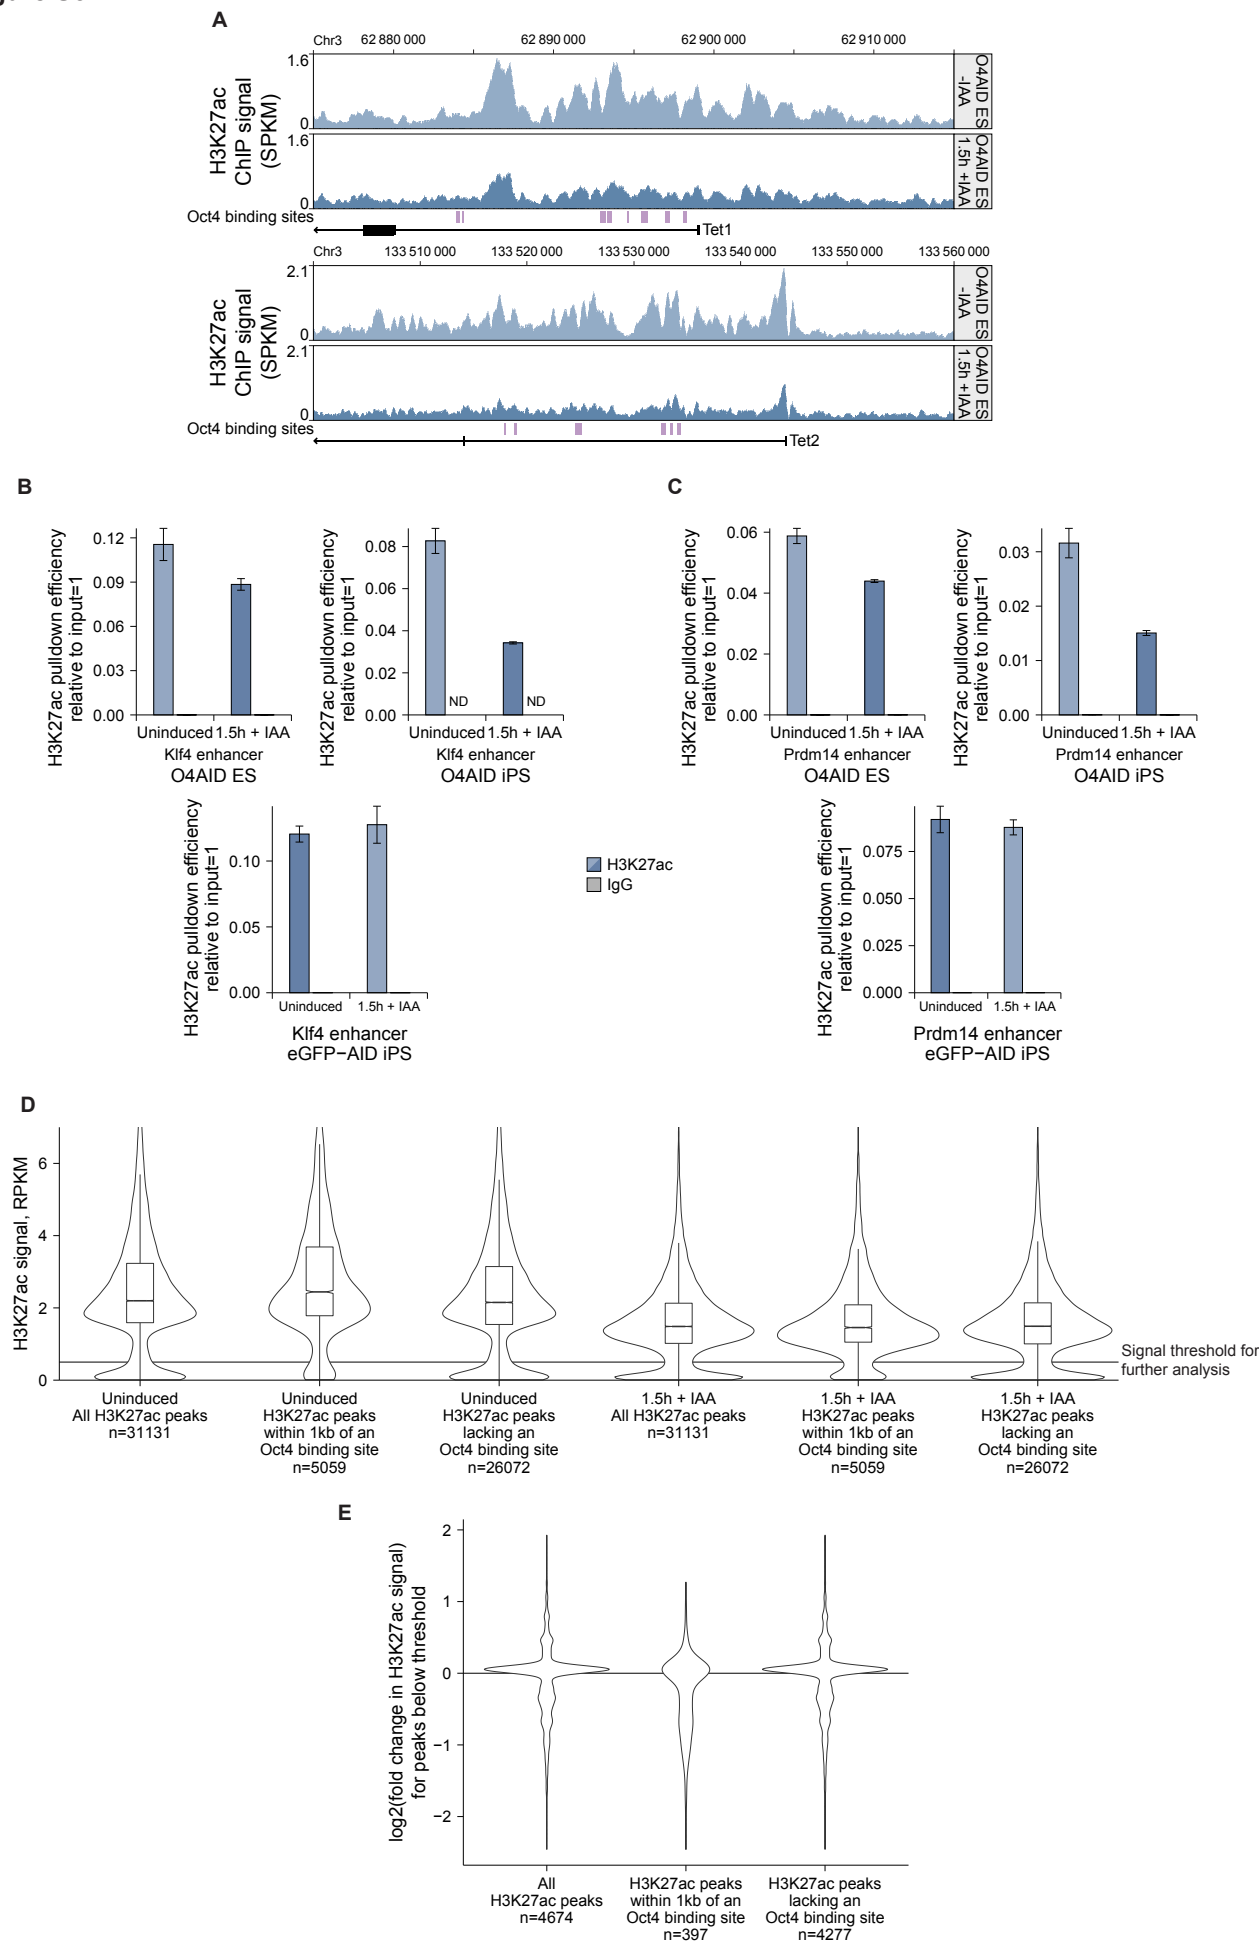

Figure S4. Analysis of OCT4 and NANOG following induction. Relating to Figure 4.

A) ChIP-Western for OCT4AID in O4AID ESCs, either uninduced or following 1.5 hours of treatment with IAA. Input samples were taken from sheared, crosslinked chromatin prior to immunoprecipitation. Input was diluted so that one tenth the amount was loaded compared to IP samples. Note, a high molecular weight band in the uninduced pull-down lane likely represents OCT4 still bound to chromatin due to incomplete reverse crosslinking. Non-neighbouring lanes from the same blot have been aligned for comparison (full blot in B)). B) Complete blot that lanes in A) are taken from. C-D) Analysis of NANOG binding to pluripotent regulatory sequences in O4AID iPSCs. C) Protein level of OCT4 and NANOG (Western blot) in O4AID iPSCs before and 2 hours after addition of IAA with  $\alpha$ -TUBULIN as a loading control. D) ChIP qPCR following pulldown of NANOG or using normal IgG negative control at NANOG binding sites or a negative control locus in O4AID iPSCs. NANOG pulldown represents mean  $\pm$  SD of three IPs; IgG pulldown represents the mean of three technical replicates of a single IP.

**Figure S4**

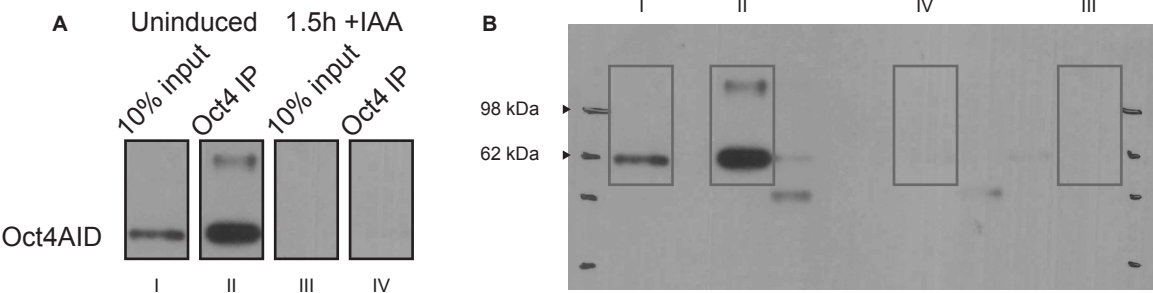

**C**      **D**

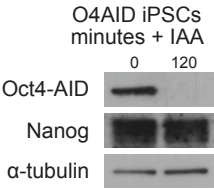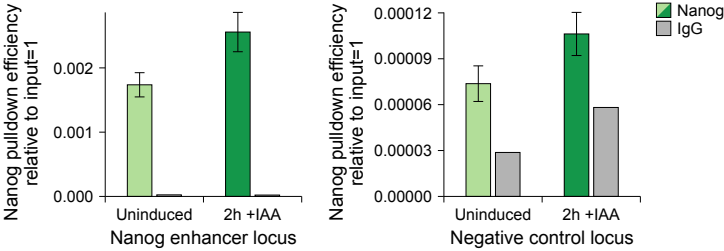

Figure S5. Analysis of NANOG stability and global chromatin binding. Relating to Figure 5.

A&B) Analysis of NANOG protein half-life in O4AID ES with and without OCT4 depletion. A) Western blot analysis of NANOG protein level in a timecourse following cycloheximide treatment, with or without addition of IAA. Standard curve is equivalent to 1X 0h uninduced sample, 0.5X, 0.25X, 0.125X. B) Plot of natural log of NANOG protein quantity against time used to calculate the decay constant,  $\lambda$ , from the equation  $\ln(x(t)) = \ln(x_0) + \lambda t$ . From this, the protein half-life is calculated as  $t_{1/2} = \ln(2)/\lambda$ . C) Violin and box plot showing NANOG signal before and 1.5 hours after addition of IAA at all detected NANOG peaks. Peaks with signal below the indicated threshold both before and after induction were considered to be background and were excluded from further analysis. D) Violin plot showing log2-fold change in NANOG signal between uninduced and 1.5 hour IAA treated O4AID ESCs at the peaks below the threshold indicated in C).

Figure S5

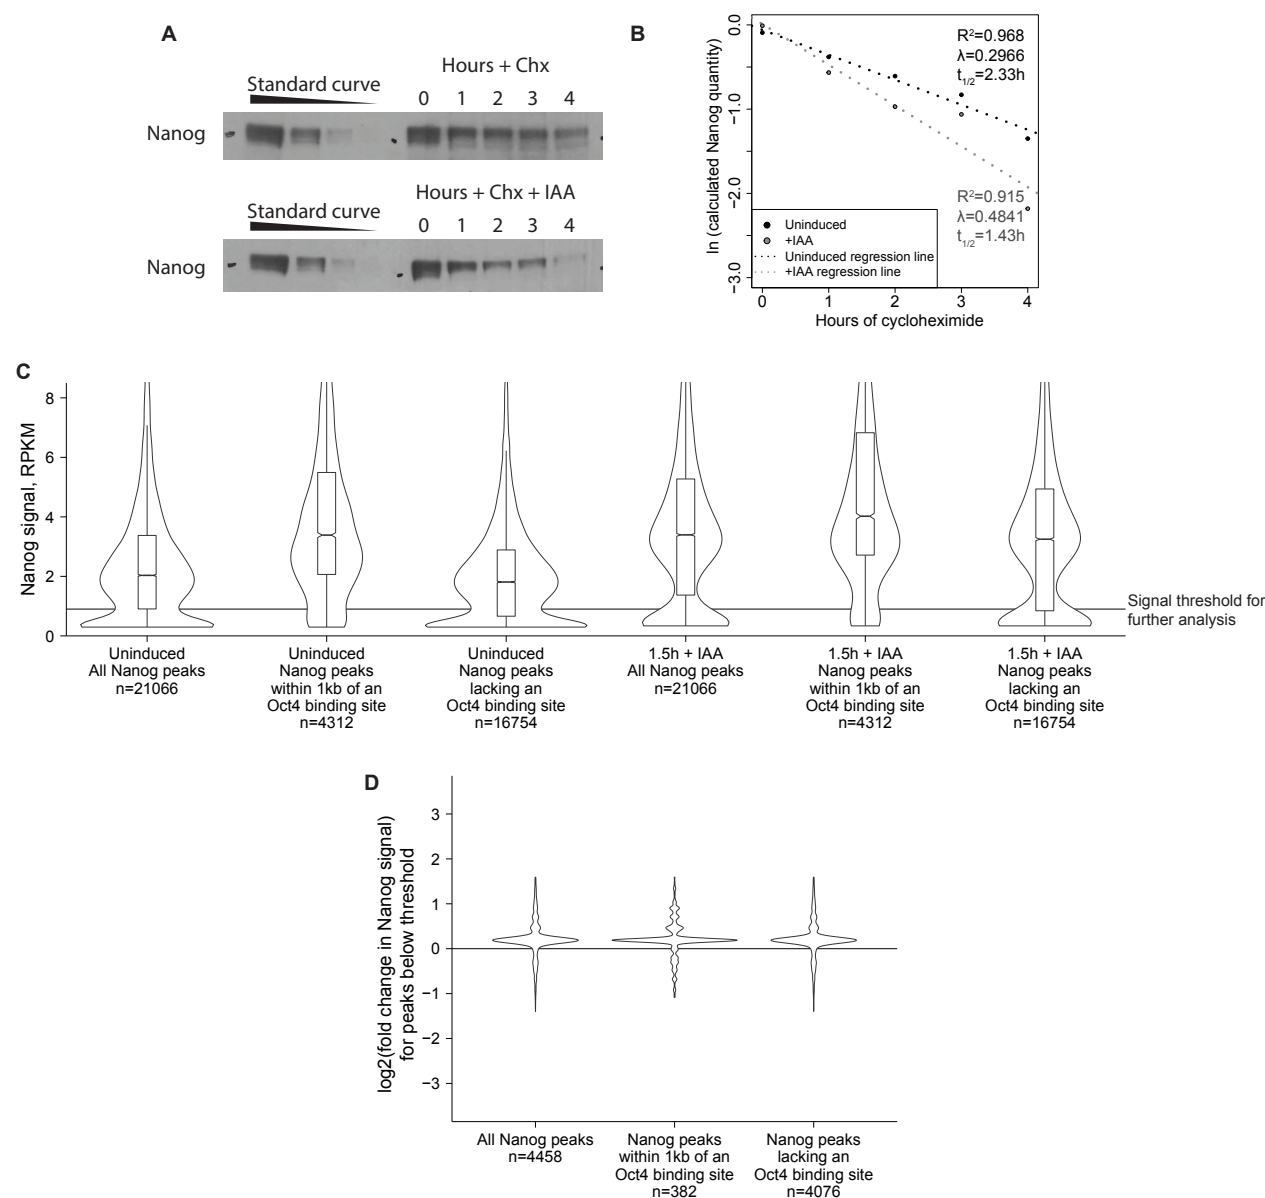

## Supplemental Experimental Procedures

### Chromatin immunoprecipitation

Briefly,  $10 \times 10^6$  cells per IP for transcription factors or  $5 \times 10^6$  cells per IP for histone modifications were fixed for 10 min in 1% formaldehyde. Fixation was halted by addition of an excess of glycine. Cells were washed with ice-cold PBS. Nuclei were isolated: Cells were incubated with Lysis Buffer 1 (50 mM HEPES pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% Glycerol, 0.5% NP40, 0.25% Tx100) at 4 °C for 10 mins, pelleted, then incubated with Lysis Buffer 2 (10 mM Tris pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) at 4 °C for 10 mins. Nuclei were pelleted then resuspended in Shearing Buffer (50 mM Tris pH 8.0, 1% SDS, 10 mM EDTA) and sonicated to obtain an average DNA fragment size of 500 base pairs. Lysates were diluted 1:10 in dilution buffer (50 mM Tris-HCl at pH 8.0, 167 mM NaCl, 1.1% Triton X-100 and 0.11% sodium deoxycholate) and pre-cleared for 2 h at 4 °C with Dynabeads Protein G magnetic beads (Invitrogen) that were pre-incubated with isotypic IgG antibody. Supernatant was collected, a 10% input sample was taken for relative quantitation, and the chromatin was incubated overnight at 4 °C with 2 µg of antibody or 2 µg of isotypic IgG control. Lysates were then incubated for 1 h at 4 °C with BSA-blocked Dynabeads Protein G magnetic beads, and the beads were washed twice in wash buffer 1 (50 mM Tris pH 8.0, 0.1% SDS, 0.1% Sodium deoxycholate, 1% Tx100, 150 mM NaCl, 1 mM EDTA, 0.5 mM EGTA), once in Wash Buffer 2 (50 mM Tris pH 8.0, 0.1% SDS, 0.1% sodium deoxycholate, 1% Tx100, 500 mM NaCl, 1 mM EDTA, 0.5 mM EGTA), once in Wash Buffer 3 (50 mM Tris pH 8.0, 250 mM LiCl, 0.5% Sodium deoxycholate, 0.5% NP40, 1 mM EDTA, 0.5 mM EGTA) and twice in wash buffer 4 (50 mM Tris pH 8.0, 10 mM EDTA and 5 mM EGTA). Chromatin was eluted twice for a total of 30 min at 65 °C in elution buffer (1% SDS and 0.1 M NaHCO<sub>3</sub>). NaCl was added to samples and inputs to a final concentration of 200 mM, before incubating overnight at 65 °C to reverse the crosslinking and DNA was purified using the QIAquick PCR Purification kit (Qiagen).

### ChIP-seq analysis

Normalized enrichment tracks were generated from aligned reads with the MACS2 (Liu, 2014) callpeak function using the `-SPMR` flag. H3K27ac peaks were called using MACS2 callpeak function on pooled mapped reads of 3 independent IPs from uninduced samples. For analysis of H3K27ac signal intensity, mapped reads from 3 independent IPs were pooled and RPKM normalized using DiffBind (Stark and Brown, 2017). 

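The deposited pooled value of each peak equals the arithmetic mean of its 3 per-library RPKM values in each condition. When the reads of the 3 libraries were instead summed and divided by the 109901226 uninduced or 104856713 IAA reads, an alternative chosen after seeing the data, the difference between the medians of log2(RPKM + 0.1) above the threshold was -0.55.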

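The threshold of 0.5 RPKM, applied to the authors' pooled values, set aside 4674 peaks as background, of which 397 were within 1 kb of an OCT4 binding site and 4277 were not.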

Peaks with RPKM < 0.5 in both uninduced and induced samples were considered to be background and excluded from further analysis. Subsets of peaks located within 1kb of Oct4 peaks were determined by analysis of published ChIP-seq data; reads were deduplicated and aligned as above, and peaks were called using MACS2 callpeak function with whole cell extract used as control samples.

Nanog peaks were called from aligned reads using MACS2 callpeak function on pooled ChIP-seq data from two independent IPs each from both uninduced and IAA treated samples. For analysis of Nanog signal at binding sites, mapped reads from two independent IPs each of treated and untreated samples were pooled and RPKM normalized using deepTools2 (Ramírez et al., 2016) bamCoverage and blacklisted regions from the ENCODE project consortium were excluded, then a heatmap and summary plot were generated using deepTools2 computeMatrix and plotHeatmap tools. For pairwise analysis of Nanog binding at peaks called from pooled data from both uninduced and IAA treated samples, centred on the peak summit and extending a total of 350bp, replicates were pooled and RPKM normalized using DiffBind. Peaks with an RPKM < 0.9 in both uninduced and induced samples were considered to be background and excluded from further analysis. Subsets of peaks corresponding to active promoters, active enhancers and repressed regions were assigned using published ChIP-seq peaksets from ENSEMBL, using the following criteria: active promoters, within 1kb of PolII and either overlapping H3K4me1 or H3K4me3; active enhancer, within 1kb of P300 and overlapping H3K27ac; repressed region, overlapping either H3K9me3 or H3K27me3.

### Public datasets used

| Dataset                          | Source                | Analysis |
|----------------------------------|-----------------------|----------|
| Bruce4 ES EP300 ChIP-seq peakset | Ensembl (release 100) | SWEmbl   |

|                                     |                                                            |           |
|-------------------------------------|------------------------------------------------------------|-----------|
| Bruce4 ES PolII ChIP-seq peakset    | Ensembl (release 100)                                      | SWEmbl    |
| Bruce4 ES H3K27ac ChIP-seq peakset  | Ensembl (release 100)                                      | SWEmbl    |
| Bruce4 ES H3K27me3 ChIP-seq peakset | Ensembl (release 100)                                      | CCAT      |
| Bruce4 ES H3K4me1 ChIP-seq peakset  | Ensembl (release 100)                                      | CCAT      |
| Bruce4 ES H3K4me3 ChIP-seq peakset  | Ensembl (release 100)                                      | SWEmbl    |
| Bruce4 ES H3K9me3 ChIP-seq peakset  | Ensembl (release 100)                                      | CCAT      |
| V6.5 ES Oct4 ChIP-seq data          | Marson et al. 2008, GEO accession GSM307137                | See above |
| V6.5 ES whole cell extract data     | Marson et al. 2008, GEO accessions GSM307154 and GSM307155 | See above |

## Antibodies

| Target                              | Source                   | Catalogue number |
|-------------------------------------|--------------------------|------------------|
| Polyclonal goat anti-Oct4           | Santa Cruz Biotechnology | sc-8628          |
| Monoclonal mouse anti-alpha-Tubulin | Abcam                    | ab7291           |
| Polyclonal rabbit anti-H3K27ac      | Abcam                    | ab4729           |
| Monoclonal rat anti-Nanog           | eBioscience              | 14-5761-80       |
| Monoclonal rat anti-Sox2            | eBioscience              | 14-9811-80       |

## qPCR primers and probesets

| Target          | Use     | Source                  | Catalogue number / sequence                              |
|-----------------|---------|-------------------------|----------------------------------------------------------|
| Oct4            | RT-qPCR | ThermoFisher Scientific | Mm00658129_gH                                            |
| Nanog           | RT-qPCR | ThermoFisher Scientific | Mm02384862_g1                                            |
| Rex1            | RT-qPCR | ThermoFisher Scientific | Mm03053975_g1                                            |
| Klf4            | RT-qPCR | ThermoFisher Scientific | Mm00516104_m1                                            |
| Lifr            | RT-qPCR | ThermoFisher Scientific | Mm00442942_m1                                            |
| Nr0b1           | RT-qPCR | ThermoFisher Scientific | Mm00431729_m1                                            |
| Cdx2            | RT-qPCR | ThermoFisher Scientific | Mm01212280_m1                                            |
| Elf5            | RT-qPCR | ThermoFisher Scientific | Mm00468732_m1                                            |
| Krt7            | RT-qPCR | Sigma Aldrich           | MMUS_NM_033073_1                                         |
| Gata6           | RT-qPCR | ThermoFisher Scientific | Mm00802636_m1                                            |
| Pax6            | RT-qPCR | ThermoFisher Scientific | Mm00443081_m1                                            |
| T               | RT-qPCR | ThermoFisher Scientific | Mm01318252_m1                                            |
| Gata4           | RT-qPCR | ThermoFisher Scientific | Mm00484689_m1                                            |
| Ascl1           | RT-qPCR | ThermoFisher Scientific | Mm03058063_m1                                            |
| Zeb2            | RT-qPCR | ThermoFisher Scientific | Mm00497193_m1                                            |
| Gapdh           | RT-qPCR | ThermoFisher Scientific | 4352339E                                                 |
| Retroviral Oct4 | RT-qPCR | Sigma Aldrich           | F: TGGTACGGGAAATCACAAGTTTGT<br>R: GGTGAGAAGGCGAAGTCTGAAG |

|                             |           |               |                                                                                                |
|-----------------------------|-----------|---------------|------------------------------------------------------------------------------------------------|
|                             |           |               | Probe: FAM-CACCTTCCCCATGGCTG-MGB                                                               |
| Retroviral cMyc             | RT-qPCR   | Sigma Aldrich | F: TGGTACGGGAAATCACAAGTTTGT<br>R: GGTCATAGTTCCTGTTGGTGAAGTT<br>Probe: FAM-CCCTTCACCATGCCCC-MGB |
| Retroviral Klf4             | RT-qPCR   | Sigma Aldrich | F: TGGTACGGGAAATCACAAGTTTGT<br>R: GAGCAGAGCGTCGCTGA<br>Probe: FAM-CCCCTTCACCATGGCTG-MGB        |
| Klf4 enhancer               | ChIP-qPCR | Sigma Aldrich | F: TGTCTCTCCACTCCCACAA<br>R: AGGAGTGACTGCGTCAAACA                                              |
| Prdm14 enhancer             | ChIP-qPCR | Sigma Aldrich | F: CTACCCTAGACCCACCTCC<br>R: GGGTCCCCTCTCAAAACACC                                              |
| Nanog enhancer              | ChIP-qPCR | Sigma Aldrich | F: CCCACCTGTCCCTAGTCCCCGCT<br>R: TTGGAAGTCTGTGTGGGTGGGG                                        |
| Oct4 distal enhancer        | ChIP-qPCR | Sigma Aldrich | F: GCATAACAAAGGTGCATGATAGCT<br>R: AAATAAAGGCAGCGACTTGGAA                                       |
| Chr6 negative control locus | ChIP-qPCR | Sigma Aldrich | F: ACTACCCAACTATTGCTCCTGA<br>R: GCTTAACCTGCTCTCCAGG                                            |

### Supplemental References

Liu, T. (2014). Use model-based Analysis of ChIP-Seq (MACS) to analyze short reads generated by sequencing protein-DNA interactions in embryonic stem cells. *Methods Mol. Biol.* 1150, 81–95.

Marson, A., Levine, S.S., Cole, M.F., Frampton, G.M., Brambrink, T., Johnstone, S., Guenther, M.G., Johnston, W.K., Wernig, M., Newman, J., et al. (2008). Connecting microRNA genes to the core transcriptional regulatory circuitry of embryonic stem cells. *Cell* 134, 521–533.

Ramírez, F., Ryan, D.P., Grüning, B., Bhardwaj, V., Kilpert, F., Richter, A.S., Heyne, S., Dündar, F., and Manke, T. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* 44, W160-5.

Stark, R., and Brown, G. (2017). DiffBind: differential binding analysis of ChIP-seq peak data. <http://bioconductor.org/packages/release/bioc/vignettes/DiffBind/inst/doc/DiffBind.pdf>

# Supplementary material for: Auxin-degron system identifies immediate mechanisms of OCT4
**Source:** Stem Cell Reports. 2021 Jun 17;16(7):1818–31. doi: 10.1016/j.stemcr.2021.05.016
**Supplement:** Document S2. Article plus supplemental information

## Auxin-degtron system identifies immediate mechanisms of OCT4

Lawrence E. Bates,<sup>1,\*</sup> Mariana R.P. Alves,<sup>2</sup> and José C.R. Silva<sup>1,3,4,\*</sup>

<https://doi.org/10.1016/j.stemcr.2021.05.016>

### SUMMARY

The pluripotency factor OCT4 is essential for the maintenance of naive pluripotent stem cells *in vitro* and *in vivo*. However, the specific role of OCT4 in this process remains unknown. Here, we developed a rapid protein-level OCT4 depletion system that demonstrates that the immediate downstream response to loss of OCT4 is reduced expression of key pluripotency factors. Our data show a requirement for OCT4 for the efficient transcription of several key pluripotency factors and suggest that expression of trophectoderm markers is a subsequent event. In addition, we find that NANOG is able to bind to the genome in the absence of OCT4, and this binding is in fact enhanced. Globally, however, the active enhancer-associated histone mark H3K27ac is depleted. Our work establishes that, while OCT4 is required for the maintenance of the naive transcription factor network, at a normal embryonic stem cell levels it antagonizes this network through inhibition of NANOG binding.

### INTRODUCTION

Naive pluripotent stem cells (nPSCs) are the embryonic founders of the cells present in the adult animal. The transcription factor OCT4, expressed from the gene *Pou5f1*, is necessary for the maintenance of naive pluripotency *in vivo* and *in vitro*. In both cases, loss of OCT4 ultimately leads to the exit from naive pluripotency and cells taking on characteristics of the trophoblast lineage, including expression of the marker genes *Cdx2*, *Pl-1*, and *Eomes* and adoption of trophectoderm-like morphology (Nichols et al., 1998; Niwa et al., 2000).

Despite this, it is not understood why OCT4 is essential to the naive state; OCT4 is a highly promiscuous transcription factor, binding to thousands of sites in the genome (King and Klose, 2017; Simandi et al., 2016), and many of its target genes are known not to be essential for the maintenance of nPSCs (Hall et al., 2009; Matoba et al., 2006; Zwaka, 2012). At the same time, no target has been identified that can rescue OCT4-loss-driven differentiation through either overexpression or knockout (Hall et al., 2009; Matoba et al., 2006). It therefore seems likely that differentiation upon loss of OCT4 is the result of misregulation of a number of genes rather than of any single critical target.

Studying the effects of loss of OCT4 is further complicated by the fact that OCT4 appears to function in a level-dependent manner (Niwa et al., 2000). Mouse nPSCs engineered to express reduced levels of OCT4 are recalcitrant to differentiation and in some cases can be maintained under minimal culture conditions (Karwacki-Neisius et al., 2013;

Radzishanskaya et al., 2013), including basal serum-free media devoid of otherwise essential growth factors and inhibitors of differentiation pathways. Expression of pluripotency-associated genes may be enhanced in this state, and responses to signaling cues may be altered. In particular, it appears that transcript and protein levels of the core pluripotency factor Nanog are negatively correlated with OCT4 expression (Karwacki-Neisius et al., 2013).

NANOG is a homeodomain transcription factor that co-binds with OCT4 at many enhancers to promote expression of other pluripotency genes (Chen et al., 2008; Loh et al., 2006). While NANOG is not absolutely required for maintenance of the naive identity (Chambers et al., 2007), loss of NANOG results in widespread differentiation and reduced self-renewal capacity (Chambers et al., 2007; Ivanova et al., 2006; Mitsui et al., 2003). Interestingly, binding of NANOG to the genome appears to be enhanced in self-renewing nPSCs expressing low levels of OCT4, in line with the increased overall level of NANOG protein (Karwacki-Neisius et al., 2013; Radzishanskaya et al., 2013), while during differentiation induced by loss of OCT4, NANOG binding is reduced (King and Klose, 2017). However, the immediate effect of the total loss of OCT4 protein on NANOG binding to the genome remains unknown.

Conventional methods for depleting OCT4, such as genetic ablation via Lox-Cre systems or transcriptional repression using Tet-OFF-regulated transgenes, rely on natural degradation to remove Oct4 mRNA and protein. A result of this is that OCT4 persists for a long time. Consequently, responses to depletion of OCT4 are typically

examined on the order of hours to days following manipulation (Hall et al., 2009; Niwa et al., 2000), making it impossible to discern whether results are related to OCT4 or simply to cells undergoing differentiation. Further complicating such analysis, microarray data have revealed changes in the expression of thousands of genes at early time points after OCT4 suppression, even as the majority of OCT4 protein remains (Hall et al., 2009). This means that such variation may represent a response to a change in OCT4 expression to lower than wild-type levels, previously described to enhance self-renewal capacity in nPSCs (Karwacki-Neisius et al., 2013; Radzisheuskaya et al., 2013). Thus, the nature of the essential role of OCT4 for the self-renewal of nPSCs remains elusive.

To overcome these confounding factors, we generated an OCT4 fusion protein to a full-length auxin-inducible degron (AID). This allows us to induce rapid protein-level depletion of OCT4, making it possible for the first time to study the immediate molecular responses to loss of OCT4. These revealed an unprecedented impact on the transcriptional activity of pluripotency-associated transcription factor genes and addressed a long-standing question regarding the requirement of OCT4 for the binding of a key pluripotency factor, NANOG, to regulatory sequences.

## RESULTS

### Auxin-degron-tagged OCT4 sustains nPSC self-renewal and permits rapid loss of OCT4

OCT4 protein has a relatively long half-life; unlike the pluripotency factor NANOG with a reported half-life of around 3 h, the half-life of OCT4 protein is typically found to be >6 h to as much as 24 h (Abranches et al., 2013; Muñoz-Descalzo et al., 2013). In addition, the endogenous *Oct4* mRNA also appears to be unusually stable in mouse embryonic stem cells (ESCs) (Abranches et al., 2013). Indeed, we found that conventional tamoxifen-induced CreER-driven genetic ablation of *Pou5f1* resulted in a gradual reduction, and required over a day to fully deplete Oct4 RNA and protein (Figures 1A and 1B). Four days after induction, cells showed distinct morphological changes, resembling trophoblasts and more differentiated trophectodermal cells (Figure S1A). This shows that genetic and transcriptional methods of silencing Oct4 take a long time to fully deplete OCT4 protein, and cells are likely to experience a protracted period of low OCT4 content. Given the transcriptional and phenotypic effects previously observed in cells stably expressing low levels of OCT4 (Karwacki-Neisius et al., 2013; Radzisheuskaya et al., 2013), this is likely to have confounding effects on studies of immediate responses to complete removal of OCT4. We therefore decided to utilize a full-length AID tag (Baker et al., 2016;

Nishimura et al., 2009) to achieve rapid, inducible protein-level degradation of OCT4 on addition of the small molecule indole-3-acetic acid (IAA).

Since OCT4 is essential for the maintenance of pluripotency, we sought to confirm that AID-tagged OCT4 retained its biological function by testing its capacity to support ESCs lacking wild-type OCT4. We utilized an existing Tet-OFF-Oct4 cell line; non-functional transgenes cannot rescue self-renewal from doxycycline-induced inhibition of wild-type OCT4 in these cells (Niwa et al., 2002), allowing them to be used in a complementation assay. We generated Oct4<sup>-/-</sup> Tet-OFF-Oct4 Oct4-AID ESCs (O4AID ESCs hereafter) by transfecting these cells with constitutively expressed Piggybac Oct4-AID and NLS-Tir1 constructs and maintained the cells in the presence of doxycycline to inhibit expression of wild-type OCT4 (Figure 1C). Cells continued to proliferate and showed normal morphology (Figure S1B). Cells expressed the fusion protein with no detectable wild-type OCT4 present and did not show substantially altered expression of key pluripotency genes (Figures 1D and 1E). This demonstrates that the OCT4 fusion protein retains its original capacity to maintain naive pluripotency and is not substantially altered in its function by the addition of the AID domain.

To further validate the function of OCT4 within the fusion protein and to establish a second independent cell system, we generated induced PSCs (iPSCs) null for endogenous OCT4 and therefore wholly reliant on either transgenic wild-type OCT4 or OCT4-AID for their maintenance (Figure 1F). After a period of outgrowth, the cells initiated reprogramming and generated intermediate pre-iPSCs (Silva et al., 2008; Theunissen et al., 2011) with high expression of retroviral reprogramming factors but very low expression of the pluripotency factor *Nanog* (Figure 1G). Under naive-specific conditions, colonies with a domed, iPSC-like morphology were readily obtained using either wild-type or Oct4-AID constructs (Figure S1C). *Nanog* was robustly expressed, while retroviral transgenes were efficiently silenced in the fully reprogrammed iPSCs (Figure 1G). Again, as expected, wild-type OCT4 was not detectable, while the OCT4-AID fusion protein was robustly expressed (Figure 1H). Furthermore, under differentiation conditions, the cells showed loss of pluripotency markers and upregulation of markers of all three germ layers, indicating competency to initiate normal differentiation (Figure S1D). The ability of the Oct4-AID transgene to maintain pluripotency in this OCT4 knockout background further demonstrates that the essential function of OCT4 is maintained.

Utilizing the new protein degradation system, tagged OCT4 protein levels could be greatly reduced within half an hour and undetectable within 2 h of addition of IAA (Figures 1E and 1H). This quick turnover means that there

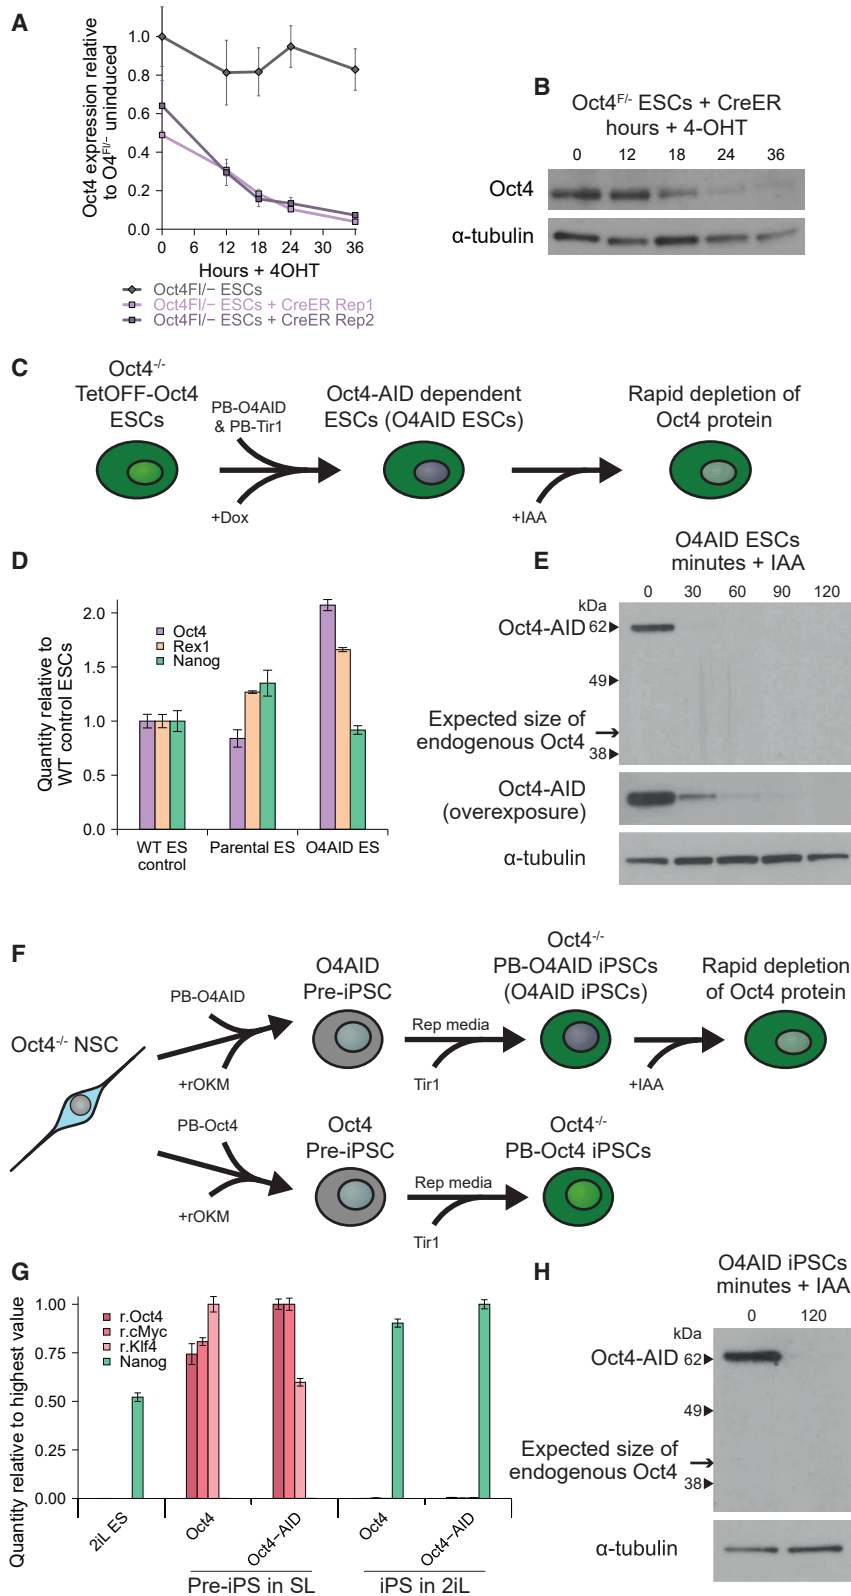

**Figure 1. Auxin-degron-tagged OCT4 sustains nPSC self-renewal and permits rapid loss of OCT4**

(A and B) The kinetics of OCT4 depletion in conventional Oct4<sup>FL/FL</sup> ESCs were examined. (A) *Oct4* expression level (qRT-PCR) following addition of 4-OHT and medium change to SL. (B) OCT4 protein level (western blot) following addition of 4-OHT and medium change to SL. α-TUBULIN shown as a loading control.

(C) Schematic showing the generation and use of O4AID ESCs.

(D) Expression profiling (qRT-PCR) of pluripotency markers.

(E) Oct4-AID fusion and wild-type OCT4 protein level (western blot) following addition of IAA. α-TUBULIN was used as a loading control.

(F) Schematic showing the generation and use of O4AID iPSCs. rOKM, retroviral Oct4, Klf4, and cMyc.

(G) Expression profiling (qRT-PCR) of retroviruses and pluripotency factor *Nanog* in partially and fully reprogrammed cells. NSC, neural stem cell; r.Oct4, retroviral Oct4; r.cMyc, retroviral cMyc; r.Klf4, retroviral Klf4. (H) Oct4-AID fusion and wild-type protein level (western blot) following addition of IAA. qRT-PCR data represent the mean ± SD of three technical replicates. Dox, doxycycline; WT, wild type. See also Figure S1.

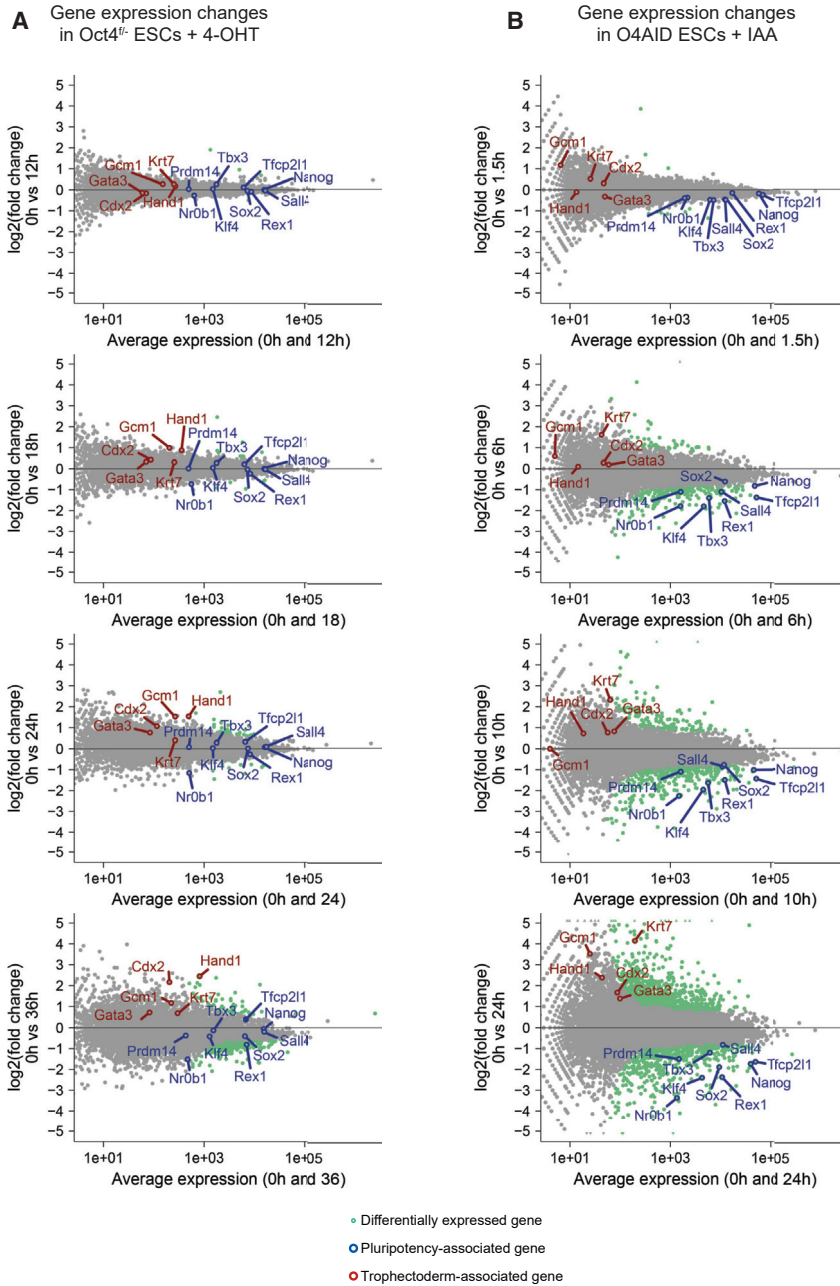

## Figure 2. OCT4 is required for the expression of key pluripotency factors

(A and B) MA plots showing gene expression (RNA-sequencing) changes following (A) deletion of *Pou5f1* in conventional Oct4<sup>Cre</sup> ESCs by addition of 4-OHT or (B) degradation of OCT4 protein in O4AID ESCs by addition of IAA. Differentially expressed genes are highlighted in green ( $q > 0.9$ , NOISeq-sim). Selected pluripotency- (blue) and differentiation- (red) associated genes are indicated. (A) Top to bottom: 0 versus 12, 0 versus 18, 0 versus 24, and 0 versus 36 h. (B) Top to bottom: 0 versus 1.5, 0 versus 6, 0 versus 10, and 0 versus 24 h. Note that for Oct4<sup>Cre</sup> ESCs two replicate datasets were merged, and for O4AID ESCs a single replicate was used. A non-parametric algorithm designed for use on data lacking replicates was used for the analysis (see [experimental procedures](#) for more details). Key findings were corroborated by qRT-PCR analysis in two independent cell lines; see [Figure S2](#).

is no appreciable OCT4-low state, and we therefore sought to use this system to study immediate responses of cells to total loss of OCT4.

## OCT4 is required for the expression of key pluripotency factors

We analyzed gene expression changes following conventional tamoxifen-induced CreER-driven genetic ablation of *Pou5f1* ([Figures 2A](#) and [S2A](#)). The results indicate that, while specific pluripotency-associated genes such as

*Nr0b1* are downregulated within 24 h of induction of OCT4 depletion, upregulation of trophoblast-associated genes occurs concurrent with expression of most naive pluripotency factors; overall, the pluripotency network remains expressed for 24 h. In keeping with previous observations, however, many of these gene expression changes are detected while significant amounts of OCT4 protein are still present ([Figure 1B](#)). This is consistent with reports that expression of pluripotency genes may be enhanced in cells with reduced levels of OCT4 ([Karwacki-Neisius](#)

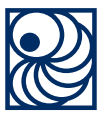

et al., 2013; Radzisheuskaya et al., 2013), supporting the notion that conventional methods of OCT4 depletion pass through a protracted OCT4-low state, complicating interpretation of the effects of removal of OCT4.

In contrast to the above, analysis of O4AID cells indicated that expression of naive-associated factors is quickly extinguished on loss of OCT4 (Figures 2B, S2C, and S2D). Factors such as *Tfcp2l1*, *Klf4*, and *Tbx3* are rapidly downregulated following targeted OCT4 protein depletion, whereas they were actively maintained in the slower conventional system.

Examining several trophoblast-associated genes confirmed that these cells exit pluripotency following loss of OCT4 and differentiate toward trophodermal lineages (Figures 2B, S2C, and S2D), in keeping with conventional OCT4-depletion systems. However, strong upregulation of trophoderm-associated genes is seen only after a decrease in pluripotency marker expression using this system, indicating that the decision to enter this extraembryonic identity is made only after cells have begun to exit the naive state. Analysis of eGFP-AID ESCs validated that neither loss of pluripotency gene expression nor upregulation of trophoderm markers was caused by IAA itself, nor activation of TIR1-induced proteasomal degradation (Figure S2B).

Together these altered kinetics in transcriptional responses highlight that there are important differences between gradually reducing OCT4 protein levels and removing OCT4 protein entirely.

### Enhancers show rapid epigenetic and functional inactivation following loss of OCT4

Given the rapid downregulation of pluripotency-associated genes, we examined how enhancer elements were affected by loss of OCT4 at a number of these loci. Enhancer-associated transcription can be observed at many active enhancers (De Santa et al., 2010; Kim et al., 2010), and can play a functional role in promoting transcription of target genes (Alvarez-Dominguez et al., 2017; Shii et al., 2017). We observed loss of transcription from several pluripotency enhancer elements shortly after ablation of OCT4 (Figure 3A), implying loss of enhancer activity.

To validate this, we looked at the level of acetylation of histone H3 at lysine residue 27 (H3K27ac), a mark closely associated with active enhancers. Using chromatin immunoprecipitation sequencing (ChIP-seq), we observed a dramatic decrease in H3K27ac at pluripotency-associated enhancers (Figures 3B and S3A), and we confirmed this using ChIP-qPCR in both O4AID ESC and O4AID iPSC systems (Figures S3B and S3C). Again, we examined eGFP-AID ESCs, and found no change in H3K27ac levels at pluripotency-associated enhancers following application of IAA, demonstrating that this response is specifically a response

to OCT4 depletion (Figures S3B and S3C). Loss of H3K27ac was not restricted to pluripotency-associated loci, however; global analysis of all H3K27ac peaks showed a significant decrease (Figure 3C). Using peaks called from OCT4 ChIP-seq data generated by Marson et al. (2008), we examined if this was the result of decommissioning of OCT4-co-bound enhancers; while the reduction in H3K27ac signal was stronger at sites close to OCT4 binding sites, H3K27ac peaks that were not directly bound by OCT4 still showed a marked reduction, indicating a remarkable shift in the global chromatin landscape in the absence of OCT4.

### OCT4 is dispensable for NANOG binding to pluripotent regulatory sequences

Depletion of OCT4 was so rapid that protein levels of other pluripotency factors were not strongly affected by the time the OCT4 protein was fully removed; NANOG protein levels were only slightly reduced (Figures 4A and S4C). As a result, we decided to use this opportunity to examine changes in the chromatin binding profile of NANOG, a transcription factor that binds to many of the same enhancer elements as OCT4.

NANOG binding efficiency at the enhancer of the *Nanog* and *Pou5f1* genes was analyzed by ChIP-qPCR. Surprisingly, in both O4AID ESC and iPSC systems, NANOG not only remained bound, but there was greater NANOG signal following depletion of OCT4 (Figures 4B and S4D). Interestingly, other work has suggested that in the OCT4-low state NANOG has increased genomic occupancy, although OCT4 was still present (Karwacki-Neisius et al., 2013; Radzisheuskaya et al., 2013). We validated that Oct4AID was effectively depleted by immunoprecipitating OCT4 from sheared chromatin, followed by western blotting. While we could readily pull down Oct4AID from uninduced samples, it was almost undetectable, even in the chromatin-enriched eluate in IAA-treated samples (Figure S4A). In the data presented here, we actively avoid the presence of OCT4, suggesting that, either directly or indirectly, OCT4 actively reduces the ability of NANOG to bind to enhancer elements.

We therefore examined the NANOG binding profile at the regulatory regions of several key pluripotency genes using ChIP-seq. There was a clear increase in NANOG binding at several loci following depletion of OCT4 (Figure 4C). Interestingly, expression of these genes was decreased following induced OCT4 degradation despite the increased NANOG binding (Figures 2B, S2C, and S2D). Of particular note, the *Klf4* distal enhancer element showed greater NANOG signal following loss of OCT4, yet reduced mRNA and enhancer RNA (eRNA) expression, and H3K27 acetylation (Figures 2B, S2C, S2D, 3A, 3B, S3B, and S3C). This further highlights that the presence of OCT4 appears

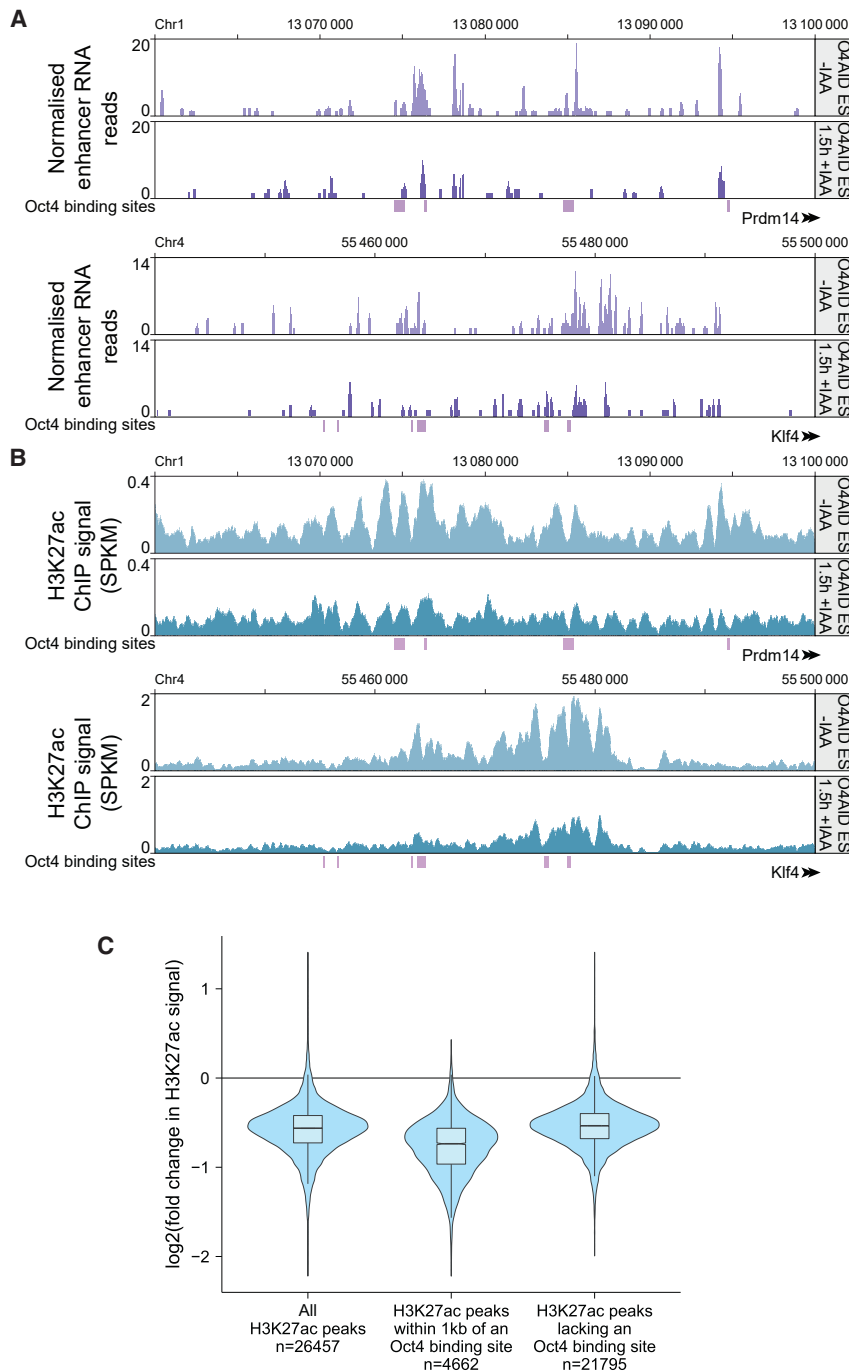

**Figure 3. OCT4 is required for enhancer activity at key pluripotency loci and for maintaining global H3K27ac**

(A) Mapped RNA-sequencing reads (single replicate) of enhancer RNAs at the *Prdm14* distal enhancer (top) and the *Klf4* distal enhancer (bottom) in O4AID ESCs before and 1.5 h after addition of IAA.

(B) Visualization of H3K27ac ChIP-seq signal (signal per kilobase per million mapped reads) at the *Prdm14* distal enhancer (top) and the *Klf4* distal enhancer (bottom) in O4AID ESCs before and 1.5 h after addition of IAA. Genomic coordinates refer to the GRCh38/mm10 genome assembly, and gene intron/exon annotations are taken from Ensembl. OCT4 binding sites generated from ChIP-seq data from Marson et al. (2008) are indicated in purple.

(C) Violin and box plot showing log2-fold change in H3K27ac signal between uninduced and 1.5 h IAA-treated O4AID ESCs. Data were generated by merging mapped ChIP-seq reads from three independent immunoprecipitations. Note that the key findings were corroborated by ChIP-qPCR in two independent cell lines (Figure S3B). Boxes show the median value and extend to the 25th and 75th quartiles, and whiskers extend to 1.5 times the interquartile range. All H3K27ac peaks ( $n = 26,457$ ) above a (background) threshold and the complementary subsets of peaks within 1 kb of an OCT4 binding site ( $n = 4,662$ ) and not within 1 kb of an OCT4 binding site ( $n = 21,795$ ) are plotted. For each set a paired t test of H3K27ac signal before and after treatment showed highly significant change,  $p < 10^{-10}$ . See also Figure S3.

to be absolutely required for the expression of certain pluripotency-associated genes.

### NANOG binding is increased globally, independent of OCT4 co-binding

We further analyzed our NANOG ChIP-seq data to examine global changes in NANOG binding immediately following

OCT4 ablation. Looking at all NANOG binding sites revealed a global shift toward greater levels of NANOG enrichment (Figures 5A and 5B). Examining the change in NANOG signal over all peaks, there is a significant overall increase following loss of Oct4 (16,608 NANOG peaks; paired t test of NANOG signal before and after treatment,  $p < 10^{-10}$ ; t test of log fold change of thresholded peaks

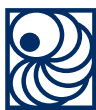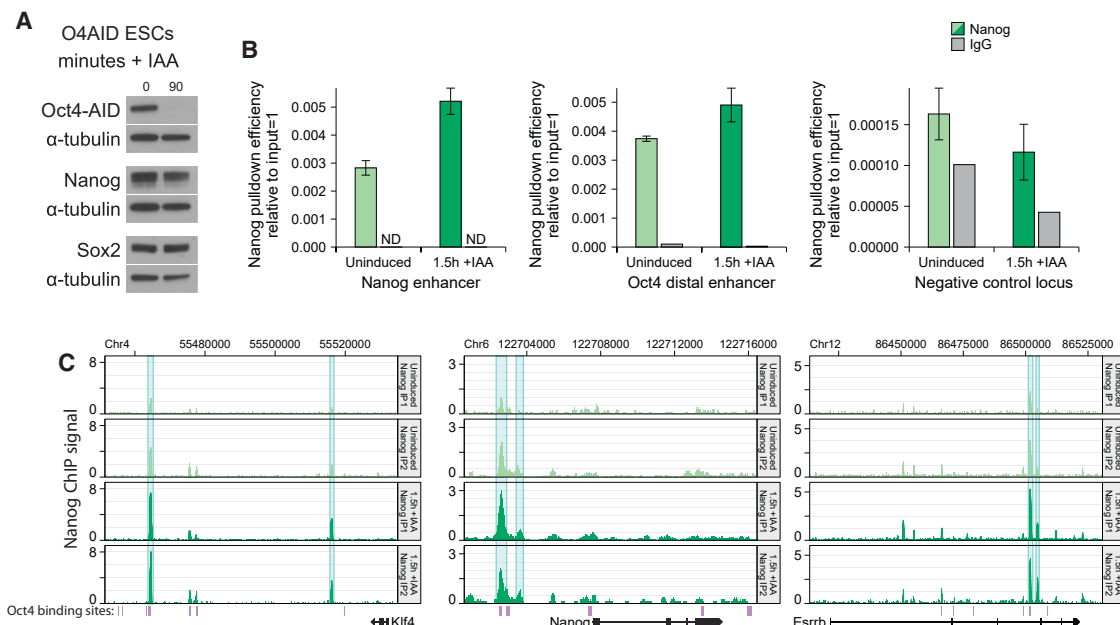

**Figure 4. OCT4 is dispensable for NANOG binding to pluripotent regulatory sequences**

(A) Protein level of OCT4 and NANOG (western blot) in O4AID ESCs before and 1.5 h after addition of IAA, with  $\alpha$ -tubulin as a loading control.

(B) ChIP qPCR following pull-down of NANOG or using normal immunoglobulin G (IgG) negative control at NANOG binding sites or a negative control locus in O4AID ESCs. ChIP qPCR data for NANOG pull-down represent the mean  $\pm$  SD of three IPs; IgG pull-down represents the mean of three technical replicates of a single IP. ND, not detected. Note that this is corroborated by ChIP qPCR in an independent cell line (Figure S4).

(C) Visualization of NANOG ChIP-seq signal (signal per kilobase per million mapped reads) across indicated loci before and 1.5 h after addition of IAA, shown for two IPs. Genomic coordinates refer to the GRCh38/mm10 genome assembly, and gene intron/exon annotations are taken from Ensembl. OCT4 binding sites generated from ChIP-seq data from Marson et al. (2008) are indicated in purple. See also Figure S4.

versus 4,458 sub-threshold [background] peaks,  $p < 10^{-10}$ ). To investigate whether the effect on NANOG binding was specific to sites where OCT4 co-binds, we looked at the complementary subsets of NANOG peaks less than 1 kb from an OCT4 peak (3,930 sites) and those that do not co-bind with OCT4 (12,678 sites), again using peaks called from OCT4 ChIP-seq data from Marson et al. (2008) (Figure 5B). At OCT4-NANOG co-binding sites there was a detectable increase in NANOG signal; globally this was statistically significant (paired t test of NANOG signal before and after treatment,  $p < 10^{-10}$ ; t test of log fold change of thresholded peaks versus 382 sub-threshold [background] peaks,  $p < 10^{-10}$ ), although surprisingly, the magnitude of the increase was reduced compared with all NANOG peaks. NANOG peaks that do not overlap with OCT4 displayed a more dramatic increase in NANOG binding (12,678 peaks; paired t test of NANOG signal before and after treatment,  $p < 10^{-10}$ ; t test of log fold change of thresholded peaks versus 4,076 sub-threshold [background] peaks,  $p < 10^{-10}$ ), suggesting that the reduced NANOG binding in the presence of OCT4 is not directly due to phys-

ical occlusion of NANOG binding sites by OCT4 or due to changes in local chromatin structure in the presence or absence of OCT4. One possible explanation for this global effect is an increase in the stability of NANOG protein following loss of OCT4; however, it has previously been shown that NANOG displays increased stability in the presence of OCT4 (Muñoz Descalzo et al., 2013). In keeping with this, we determined the half-life of NANOG with or without addition of IAA, which revealed a decrease from  $\sim 2.3$  h in the presence of OCT4 to  $\sim 1.4$  h in the absence of OCT4 (Figure 5SA). This suggests that stability is not the cause of the increased genomic occupancy of NANOG that we observed.

We additionally examined the effect of chromatin context on the change in NANOG binding following loss of OCT4. We used publicly available ChIP-seq data to classify 2,861 NANOG peaks as enhancer, promoter, and/or repressive mark associated. As expected, the majority of these NANOG peaks were associated with enhancers (Figure 5C). In all cases, there was a significant increase in NANOG signal (Figure 5D; paired t test,  $p < 10^{-10}$ ) and

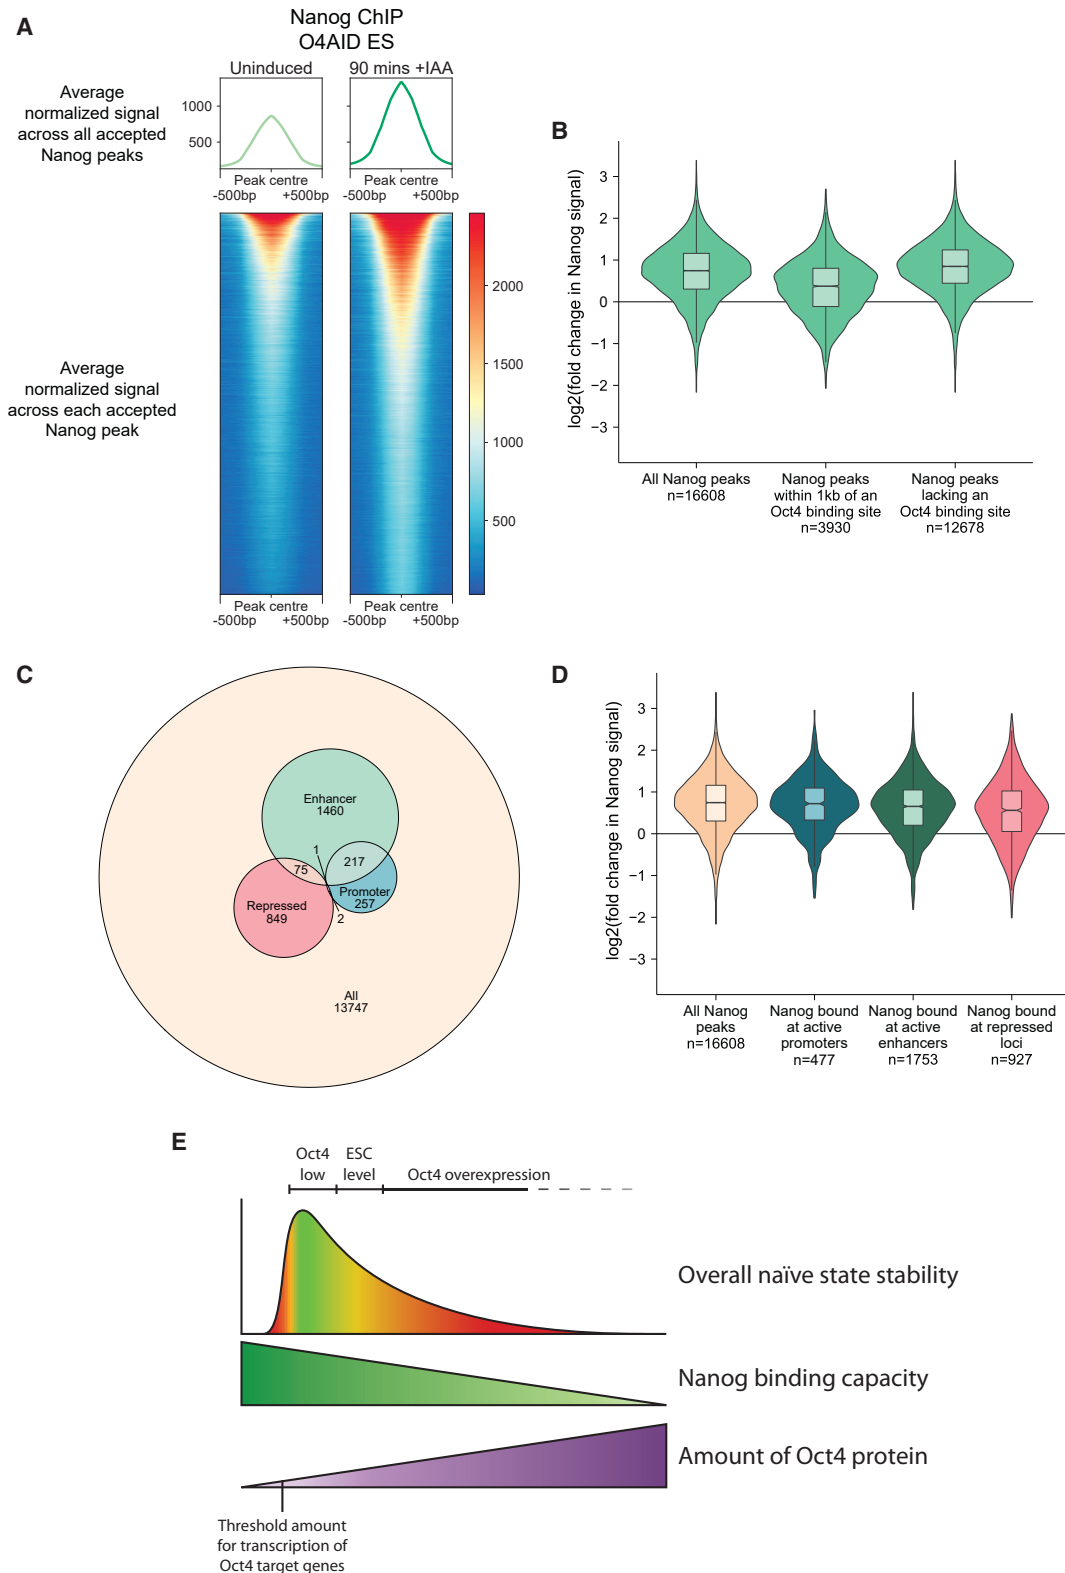

**Figure 5. NANOG binding is increased globally, independent of OCT4 co-binding**

(A) Summary distribution (top) and heatmap (bottom) of NANOG signal (sum of mapped reads from two independent IPs, normalized to library size) centered at the summit of all NANOG binding sites across the genome, before and 1.5 h after addition of IAA.

(legend continued on next page)

the mean increase in signal was comparable, suggesting that the chromatin context has little impact on the ability of OCT4 to restrict NANOG binding under normal conditions.

## DISCUSSION

How the deposited data were processed for this re-analysis (not part of the article)

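H3K27ac ChIP-seq of O4AID ESCs was analyzed in 6 libraries, 3 from uninduced cells and 3 from cells treated with 500 μM IAA for 1.5 h. The RNA-seq, NANOG ChIP-seq, ChIP-qPCR and western blots of the paper were not analysed here. Conditions and replicate numbers were taken from the sample labels and the paper.

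The authors aligned the reads to GRCm38 with Bowtie 2, removed duplicates with SAMtools, called peaks with MACS2 on the pooled reads of the 3 uninduced IPs, and deposited RPKM values made with DiffBind for each library and for each condition. The versions of MACS2 and DiffBind are not stated in the paper's text. A mark in the authors' table gives the peaks within 1 kb of an OCT4 peak from published ChIP-seq data. The paper's methods say that mapped reads were pooled, whereas the deposited pooled columns equal the mean of the 3 RPKM values per condition, and they are used here as the authors' mean. All 31131 peaks were found in all 6 libraries, and 0 columns of per-sample values were left unused.

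Peak length was taken as end minus start, under which 100% of the RPKM values are whole multiples of 1 read. Library sizes were recovered from this step, between 31634480 and 39547452 reads. Values stop at 1 read, so a peak with 0 reads cannot be told from one with 1. The median peak above the threshold held 36 to 73 reads per library, a counting error of 11.7% to 16.7%.

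Peaks with an RPKM of at least 0.5 in either pooled column were tested, as in the paper's methods. Each peak was tested on log2(RPKM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend and robust), with Benjamini-Hochberg adjustment and a threshold of 0.05. RPKM is not a count, so no count model was used. On simulated data with the spread of the real libraries and 200 of 26457 peaks changed by 1 on the log2 scale, limma recovered 59 of them (29.5%), all in the right direction, with 1 false call and a median estimate of 1.00. The simulated noise was independent between peaks, and few peaks changed. Real libraries differ by shifts common to many peaks, and most peaks changed. The recovery and the false calls of the simulation therefore do not carry over to these data. Medians over peaks (on log2(RPKM + 0.1)), the share of reads in peaks and the length-weighted mean RPKM of enhancers and genes (on log2(RPKM) with nothing added) were computed per library and compared by the exact two-sided permutation test over the 20 labellings, whose smallest p is 0.1. Peaks are not replicates, so the change between conditions was not tested across peaks. Random sets of peaks of like RPKM were used only to compare the share of repeated sequence in the peaks higher after IAA, and they treat peaks as independent.

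Genes and transcription starts were taken from GENCODE vM21 on GRCm38. A peak with no transcription start within 1 kb was called distal. GC content, soft-masked bases and the share of 32-base words that occur more than once on the chromosomes were computed from the GRCm38 sequence with numba 0.67.0. Words were taken every 16 bases, and the counting was tested on simulated sequence with planted copies. Coordinates are printed as the authors' files give them.

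Peaks and genes named in the text are those in the windows of Figures 3B and S3A, the 3 largest falls and 3 largest rises past the threshold whose IAA values all lie on one side of the uninduced values, and peaks within 10 kb of the pluripotency, trophoblast and differentiation genes named by the paper. The main limma and permutation tests, this rule and most alternatives were set before the data were examined. These alternatives included the pseudocount, threshold, scaling between libraries, pooled table, replicate number as a block, limma settings and leaving out each library. The tests on false calls, chance peaks and enrichment were chosen after the results were seen.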

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

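The test below on false calls was chosen after the result was seen. The paper reports on the decrease of H3K27ac, and 16 peaks above the threshold were higher after IAA (limma, Benjamini-Hochberg adjusted p under 0.05), which the paper does not discuss. All 16 are more than 1 kb from an OCT4 binding site, and 13 are distal. They were noted because they move against the fall that the paper analyses. The 3 with the largest rise among those whose libraries do not overlap lie in an exon of Zfp981 on chromosome 4 from 146537275 to 146537719 (log2 change 1.07, standard error 0.312, limma adjusted p = 0.00888), on chromosome 17 from 3010112 to 3010480 (1.02, standard error 0.281, limma adjusted p = 0.00661) and on chromosome 7 from 10001361 to 10001734, 9104 bp from Vmn2r49 (0.88, standard error 0.260, limma adjusted p = 0.00909). They are weak peaks, with a median of 9, 12 and 12 reads per library.

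The sequence of these peaks is often repeated. On average 59.1% of the 32-base words of the 16 peaks occur more than once on the chromosomes, against a mean of 44.8% in 10000 random sets of peaks above the threshold of like RPKM, of which 7 were as high. Reads in repeated sequence may therefore contribute to these rises. False calls were not excluded: when one-sided p values from limma were adjusted for the higher direction alone, 0 peaks passed, and 24 had a positive change with a two-sided unadjusted p under 0.05. With most peaks lower, this adjustment is strict and does not show that the 16 are false. The count was 8 without uninduced replicate 2, 10 without uninduced replicate 1 or without IAA replicate 2, 54 with no threshold, 8 at an RPKM of at least 1 and 144 with libraries centred on the median peak, and 13 of the 16 were also higher under that centring, which counts as higher any peak that fell less than the median peak. A response of these peaks to loss of OCT4 remains open and was not tested further.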

How the results depend on the processing

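The alternatives that match on GC content or peak length, keep distal peaks, pool reads before RPKM, match promoter and distal peaks, or split the peaks below the threshold by reads were chosen after seeing the data. With 3 libraries against 3 the exact permutation test cannot give a p under 0.1, so medians and enhancer values were judged by whether an alternative moved them by more than the spread between libraries.

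The median change over all peaks above the threshold stayed between -0.63 and -0.46 in 15 alternatives, that near OCT4 sites between -0.78 and -0.61 in 14, that without an OCT4 site between -0.60 and -0.43 in 14, and the difference between the latter sets between -0.23 and -0.17 in 18. The change in the share of reads in peaks stayed between -2.52 and -1.97 percentage points in 8. The change of distal against promoter peaks, -0.04 (exact permutation test, p = 0.5), lay between -0.08 and -0.01 in 9 alternatives, from -0.08 without IAA replicate 2 to -0.01 without IAA replicate 1. Some counted alternatives cannot move a value: the replicate block leaves each of these changes as it is. Centring on the median peak below the threshold likewise leaves the difference between sets as it is. Centring on the median peak above the threshold, which removes the change over all peaks by construction, is not counted here.

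The number of changed peaks depends on the scaling between libraries. It was 18064 (18048 lower, 16 higher) with the deposited RPKM, 664 (520 lower, 144 higher) with each library centred on its median peak above the threshold, and 566 (447 lower, 119 higher) with quantile normalization. Both alternatives remove by construction a shift common to all peaks. Centring on the median peak below the threshold instead gave 17057 (17038 lower, 19 higher), though many of those peaks were held at 1 read. All 520 peaks lower with centring on the median peak above the threshold were among the 18048. With the deposited RPKM and an adjusted p under 0.01 there were 8819 (8816 lower, 3 higher). Across the 6 fits that each left out one library, the number changed ran from 10388 without uninduced replicate 1 to 19631 without IAA replicate 1, the number lower from 10378 to 19611 and the number higher from 8 to 22. Higher peaks also numbered 54 with no threshold, 8 at an RPKM of at least 1, and 32 without limma's trend and robust options. The cause of these differences in higher peaks was not tested.

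Centring on the median peak left log2 changes of -0.55 at the Klf4, -0.46 at the Prdm14, -0.51 at the Tet1 and -0.74 at the Tet2 enhancer. The single peak with the highest uninduced RPKM gave -1.38 at Tet1 and -1.22 at Tet2. Below the threshold, the change was -0.03, from -0.0452 to 6.41e-05 across the 6 fits that each left out one library, with the sign reversed only without uninduced replicate 2. It was -0.19 over peaks above 1 read in all 6 libraries and -0.20 over peaks with a mean of over 5 reads.

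The labels number the IPs 1 to 3 in both conditions. Across peaks, the deviations of same-numbered libraries from their condition means had correlations of -0.01, -0.09 and -0.06, which show no pairing at single peaks. Such a correlation leaves out a shift common to all peaks of a library, so it cannot decide whether the numbers pair the libraries. In both conditions the share of reads in peaks fell from replicate 1 to 3. It was 7.12%, 6.91% and 6.63% uninduced, and 5.15%, 4.68% and 4.05% after IAA. With 3 libraries per condition, a shared order can also arise by chance, so pairing remains open. With the replicate number as a block, 18898 peaks were lower and 18 higher. The counts of reads limit single peaks more than medians: a median peak of 36 to 73 reads carries a counting error of 11.7% to 16.7%.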

Differences from the paper's values

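None of the values compared with the paper's text and figures differed beyond the spread between libraries. The paper's Figure S3A places the Tet1 interval on the chromosome that holds Tet2, where those coordinates hold 0 H3K27ac peaks. On chromosome 10, where the annotation places Tet1, they hold 5.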

Other observations

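The tests on chance peaks and on enrichment were chosen after the results were seen, as was the reading of the match on uninduced RPKM (itself set earlier) as a test, and the matches on GC content and peak length, the distal set and the splits by reads were added after the data were seen. The real split of the 6 libraries gave 18064 changed peaks, and 1 of the 10 splits into 3 and 3 (the real one) gave as many. The other 9 gave at most 1 peak, but with 10 splits the share cannot fall under 0.1. Each of the other 9 has libraries of both conditions in both groups, so the real difference adds to the spread within groups. Few calls are then bound to follow, whatever the cause of the difference, and these counts do not measure false calls.

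The fall over all peaks was not limited to weak peaks. Of 10 equal groups by uninduced RPKM, the highest had a median log2 ratio of -0.57 and the lowest of -0.40. The grouping and the ratio share the uninduced values, so this split cannot decide whether chance peaks in the uninduced reads contribute. GC content does not account for the fall as a whole. Of 10 equal groups by GC content, the one with the smallest fall still had a median of -0.50. Peaks were called on uninduced reads, so signal gained at other sites after IAA is not counted in them. The share of reads in peaks fell by 2.26 percentage points. A lower enrichment of all IAA immunoprecipitations and a genome-wide loss of H3K27ac both give this, and they cannot be told apart here, because RPKM is relative to the reads of each library and no input or spike-in was used. The ChIP-qPCR of Figures S3B and S3C is relative to input and was not analysed here. With it the paper reports lower H3K27ac at the Klf4 and Prdm14 enhancers in O4AID ESCs and iPSCs. In eGFP-AID ESCs given IAA it reports no change. That evidence bears on these enhancers and not on all peaks.

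The larger fall near OCT4 sites is not open to the same doubt about one factor per library. The change of the within-library difference was -0.21 with peaks matched on uninduced RPKM, -0.19 matched on GC content, -0.20 matched on peak length and -0.21 among distal peaks, and in each case the IAA libraries lay below the uninduced ones. It narrowed with GC content, from -0.24 in the lowest of 10 groups to -0.05 in the highest (differences between medians of the pooled log2 ratio). A direct effect of OCT4 on nearby peaks is a hypothesis consistent with these values (-0.21 among distal peaks), found and tested on the same data. The 3 single peaks with the largest falls on log2(RPKM + 0.1) lay in a UTR of Alg13 on the X chromosome (log2 change -2.01, standard error 0.219, limma adjusted p = 1.67e-05) and at a pair of peaks 223 and 2845 bp from Cobl on chromosome 11 (-1.92 and -1.98).

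The peaks set aside as background are mostly repeated sequence. Of the 4674 peaks below the threshold, 4626 (99.0%) had most of their 32-base words present more than once on the chromosomes, against 5.40% of the peaks above it. At the 1837 peaks held at 1 read in all 6 libraries, 98.6% of words were repeated, on average. Peaks were called on uninduced reads, yet almost no reads were counted in these. A candidate explanation is that reads placed in repeats were used for peak calling and left out when signal was counted, which cannot be checked without the alignments. The flat median below the threshold reflects values held at the floor: peaks above 1 read in all 6 libraries had a change of -0.19, which leaves out peaks that fell to the floor, and those with a mean of over 5 reads had a change of -0.20 (exact permutation test, p = 0.1, the smallest possible). These peaks are therefore a limited reference for an unchanged background.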
